# Somites are a source of nephron progenitors in zebrafish

**DOI:** 10.1038/s41467-025-62259-y

**Published:** 2025-07-26

**Authors:** Zhenzhen Peng, Thitinee Vanichapol, Phong Dang Nguyen, Hao-Han George Chang, Katrinka M. Kocha, Lori L. O’Brien, Peter D. Currie, Peng Huang, Alan J. Davidson

**Keywords:** Organogenesis, Cell lineage, CRISPR-Cas9 genome editing

## Abstract

For over a century it has been believed that the vertebrate kidney arises exclusively from the intermediate mesoderm. Here, we overturn this paradigm by demonstrating that some nephrons, the functional units of the kidney, originate from the somites— blocks of paraxial mesoderm best known for their contribution to muscle and connective tissues. Using a combination of the GESTALT technique to assign developmental ancestry, somite transplantation experiments and Cre-lox fate-mapping, we show that somites can contribute to the nephrons in the adult zebrafish kidney. Our findings uncover an unexpected developmental connection between the somites and kidneys, potentially offering new pathways for developing regenerative treatments for kidney diseases.

## Abstract (web summary)

This study reveals that cells of the zebrafish kidney can originate from the somites, structures traditionally held as precursors to the skeletal muscle, challenging a century-old paradigm and prompting a re-evaluation of kidney organogenesis in vertebrates.

## Introduction

Classical embryological studies in the early 20^th^ century have shaped our understanding of vertebrate kidney development, with textbooks consistently portraying the intermediate mesoderm (IM) as the exclusive source of renal progenitors^1–3^. It has been believed that the IM, positioned between the paraxial mesoderm and lateral plate, gives rise to a succession of different kidney types starting with the pronephros (a simple, embryonic kidney), then the mesonephros (transient, functional kidney in some vertebrates), and finally the metanephros, the permanent kidney in amniotes such as birds and mammals^1^. This has led to the widely accepted model that all kidney types, regardless of the vertebrate species, descend sequentially from the IM and within a relatively narrow developmental time window.

In the mouse, the IM forms a relatively dense cord of cells with distinct subsets developing into the nephric duct, mesonephros and metanephros, within a short time period (2–3 days)^1^. By contrast, the zebrafish IM comprises a sparse, narrow strip of cells that appears to differentiate in its entirety into the pronephros^4^. Within 24 h post-fertilization (hpf), all the major pronephric cell types have arisen and blood filtration begins by 48 hpf^4,5^. This rapid development likely reflects the physiological need for the zebrafish embryo to osmoregulate in an aquatic environment outside of the maternal body. The zebrafish mesonephros arises much later, around 10 days post-fertilization (dpf), and this has been traced to the abrupt appearance of individual nephron progenitor cells (NPCs)^6,7^. These cells first appear posterior to the swim bladder and then migrate onto the pronephros, cluster together, and proliferate into nephrons^6,7^. The relationship of these NPCs to the IM, which appears to have long since differentiated into the pronephros, presents a conundrum with regard to the current paradigm, and calls into question the lineage relationship between the IM and the mesonephros in teleosts. Indeed, a careful histological analysis of mesonephros formation in Sandkhol Carp larvae suggests that presumptive NPCs first originate near the base of the somites— blocks of paraxial mesoderm best known for their contributions to skeletal muscle, dermis, and vertebrae^8–11^.

The somites become compartmentalised into three distinct regions: the myotome, which forms skeletal muscles; the dermomyotome, which generates the dermis and muscle; and the sclerotome, which gives rise to the vertebrae and rib cartilage. There compartments have been extensively studied for their contributions to musculoskeletal development^8–10^. However, lineage tracing studies have revealed that somites are a diverse source of different progenitor cell types, far exceeding their classical designation as musculoskeletal precursors. It is now appreciated that somitic cells can also give rise to brown adipose tissue^12^, endothelial cells^13,14^ and fibroblasts^15^, indicating a developmental potential much broader than previously appreciated.

Here, by undertaking complementary lineage tracing approaches using GESTALT technology, somite transplantation experiments, and Cre-lox-based genetic fate-mapping, we overturn a century-old developmental paradigm by demonstrating that somitic cells directly contribute to nephron formation in the vertebrate kidney. This discovery challenges the dogma that renal progenitors arise exclusively from the IM and establishes a previously unrecognised developmental pathway with profound implications for our understanding of vertebrate organogenesis.

## Results

### snGESTALT analysis suggests a developmental relationship between muscle and kidney

Consistent with the prior observation in Sandkhol Carp, we found that zebrafish NPCs, which are fluorescently labelled in the Tg(*lhx1a:EGFP*) transgenic line^7,16^, first appear at the ventromedial border of the anteriormost somites, adjacent to the pronephric tubules (Fig. 1a). From here they migrate and expand in number around the axial vessels (Supplementary Fig. 1a, b)^7^.

**Fig. 1:**
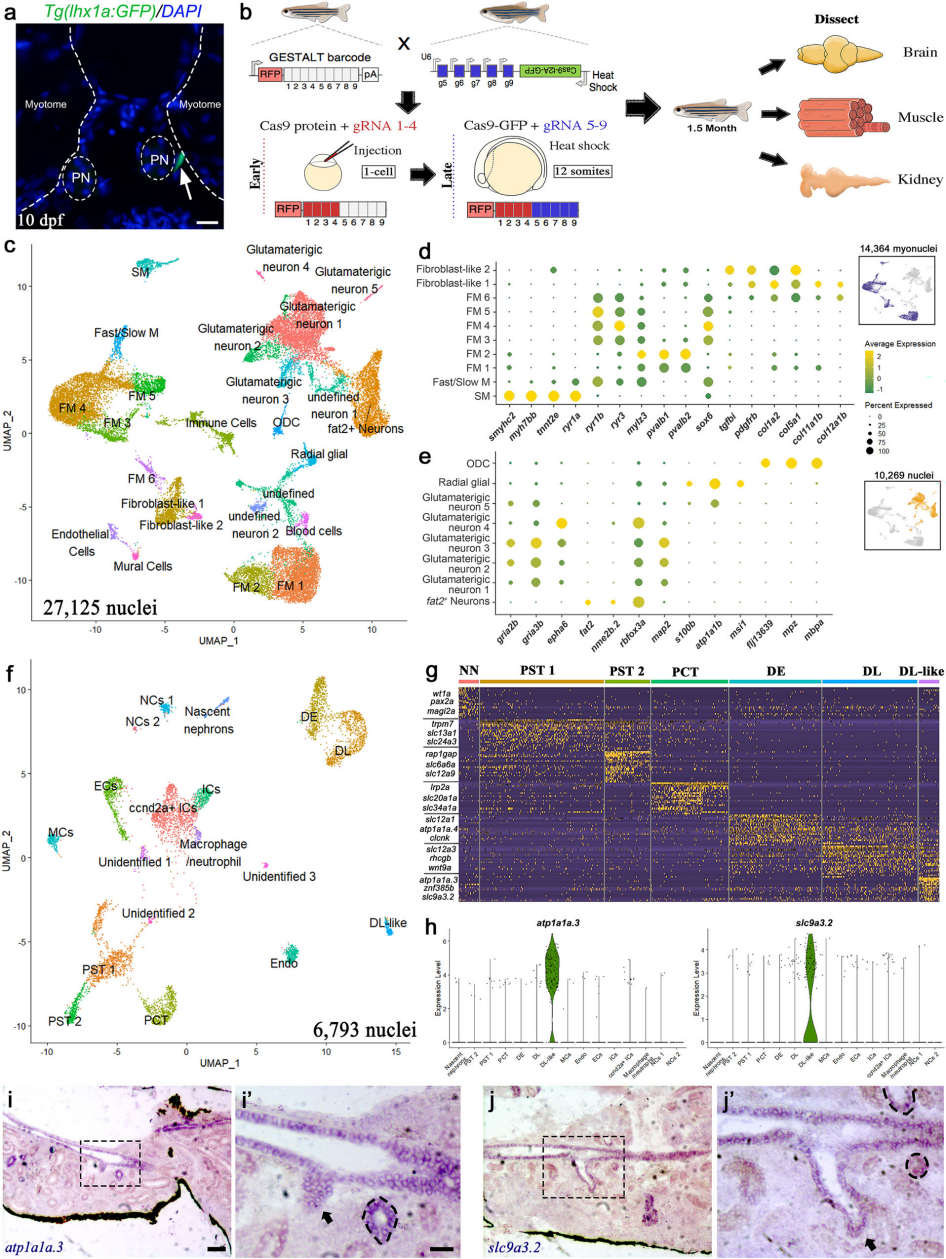
snRNA-Seq identifies various cell types from zebrafish muscle, kidney, and brain. **a** Cross-section of 10 dpf zebrafish larvae showing the *lhx1a*-GFP^+^ kidney progenitor cells located at the interstitial region between the myotome and pronephros (PN) (scale bar, 20 µm). Representative image from one of three biologically independent larvae (*n* = 3). **b** Schematics showing GESTALT barcode editing and tissue harvest protocol for transcriptomes and lineage recordings analysis. **c** UMAP of 27,125 nuclei clustered into muscle and brain cell types from four biologically independent fish (*n* = 4). M Muscle; FM fast muscle, SM Slow muscle, ODC oligodendrocyte. **d**, **e** Dotplot of gene expression patterns of select marker genes (rows) for identified subcluster (columns) from muscle (n = 14,364 myonuclei) and brain (*n* = 10,269 nuclei). Dot size represents the percentage of nuclei expressing the marker; color represents the average scaled expression level. Inset highlights (blue and orange) the muscle and brain clusters in (**c**)**. f** UMAP of 6793 nuclei clustered into kidney cell types from three biologically independent fish (*n* = 3). EC endothelial cells, MC Mural cells, IC Immune cells, NC kidney neuron cells, PST1 proximal straight tubule 1, PST2 proximal straight tubule 2, PCT Proximal convoluted tubule; DE Distal early tubule; DL Distal late tubule. **g** Heat map of scaled gene expression of top 20 differentially expressed genes from each nephron segment (Supplementary data 4). Key marker genes for each nephron segment are indicated on the left. NN nascent nephrons. **h** Violin plot of specific markers of the DL-like tubular population. **i** Expression of *atp1a1a*.3 in kidney cross-sections (scale bar, 100 µm). **i’** Close-up image of black-dashed box in (**i**), black-dotted circle demarcates mesonephric tubule expressing *atp1a1a.3* (scale bar, 20 µm), Representative image from one of three biologically independent fish kidneys (*n* = 3). **j** Expression of *slc9a3.2* in kidney cross-sections. **j’** Close-up image of black-dashed box in (**j**), black-dotted circles demarcate mesonephric tubule expressing *slc9a3.2*, Representative image from one of three biologically independent fish kidneys (*n* = 3).

To explore the hypothesis that these NPCs originate from the somites, we performed a lineage mapping analysis using a modified version of the scGESTALT (single cell transcriptome and genome editing of synthetic target arrays for lineage tracing) technique^17^. This approach maps developmental relationships between different lineages of cells using a combination of genetic barcode editing by CRISPR/Cas9 and single cell RNA-Sequencing. Transgenic zebrafish carrying the heat shock inducible GESTALT barcode (sites 1-9) were crossed to a heat shock-inducible Cas9 line (constitutively expressing guide RNAs to sites 5-9) and injected at the single-cell stage with Cas9 protein and guide RNAs 1-4. This ensures editing occurs at barcode sites 1-4 during the pre-gastrulation stages, capturing the earliest lineage decisions (Fig. 1b). The embryos were then heat shocked at the 12-somite stage (15 hpf) to induce a second round of editing at sites 5-9 during mid-somitogenesis (Fig. 1b). This dual editing strategy allows us to capture both early lineage bifurcations and later developmental decisions, enabling reconstruction of more detailed lineage trees. Larvae with successful editing at both early and late barcode sites (Supplementary Fig. 1c) were raised to 1.5 months of age ( ~ 1 cm Standard Length), the kidney and muscle were isolated, together with the brain as a control. Rather than performing scRNA-Seq, we chose instead to undertake single nuclei RNA-Seq, due to the multinuclear nature of some muscle fibres (herein we refer to the analysis as single nuclear (sn) GESTALT). Therefore, the nuclei were purified from each tissue, the brain and muscle samples were pooled together, and the nuclei were sorted and encapsulated using the 10X Chromium platform. We recovered the transcriptomes from four brain/muscle samples and three kidney samples. 

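Fewer UMIs were detected per nucleus in kidney than in brain and muscle in each of the 3 fish with both dissections. The median nucleus of the brain and muscle libraries held 1412 UMIs in Fish 1, 791 in Fish 2, 1073.5 in Fish 3 and 636 in Fish 4 (mean of the medians 978 ± 341, SD, n = 4 fish). The median kidney nucleus held 302 UMIs in Fish 1, 284 in Fish 2 and 261.5 in Fish 4 (282.5 ± 20.3, SD, n = 3 fish). The mean difference on the log2 scale, kidney minus brain and muscle, was -1.73, which is 3.31-fold lower in kidney (exact two-sided permutation test over libraries, p = 0.0571 as double the smaller tail, the smallest that this convention allows for n = 4 and 3). The splits were first counted by absolute difference, which gave an exact permutation p = 0.0286, and double the smaller tail was adopted after that p had been seen. Within a fish, the median of the brain and muscle library was 4.68 times that of the kidney library in Fish 1, 2.79 times in Fish 2 and 2.43 times in Fish 4. The median number of genes detected per nucleus was 582 ± 159 (SD, n = 4) in brain and muscle and 228 ± 1.53 (SD, n = 3) in kidney. The deposited kidney nuclei were not cut at 200 genes, as 39.4% in Fish 1, 26.7% in Fish 2 and 12.2% in Fish 4 had fewer. These shares differ, so the small SD of the kidney medians need not mean that the fish were alike. Among nuclei with at least 200 genes, the kidney median was 400 UMIs in Fish 1, 347 in Fish 2 and 270 in Fish 4. The fish is the replicate: brain and muscle nuclei of 4 juveniles aged 1.5 months were pooled before encapsulation, kidney nuclei of Fish 1, 2 and 4 were run separately, and the 7 libraries were made with the 10X Chromium 3′ kit, which counts each captured transcript once by its unique molecular identifier (UMI). The brain and muscle libraries held 6936435, 7103784, 13371178 and 6665533 UMIs in Fish 1 to 4, and the kidney libraries 780566, 890658 and 1599460 in Fish 1, 2 and 4. The authors aligned the reads with Cell Ranger, intronic reads included, then filtered nuclei, removed ambient RNA and doublets, and integrated the libraries of each dissection. The counts of UMIs and genes per nucleus were used as the authors gave them, with no scaling, and whether they were taken before or after the ambient RNA correction is not given in the sources used here.

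**Figure D1:**
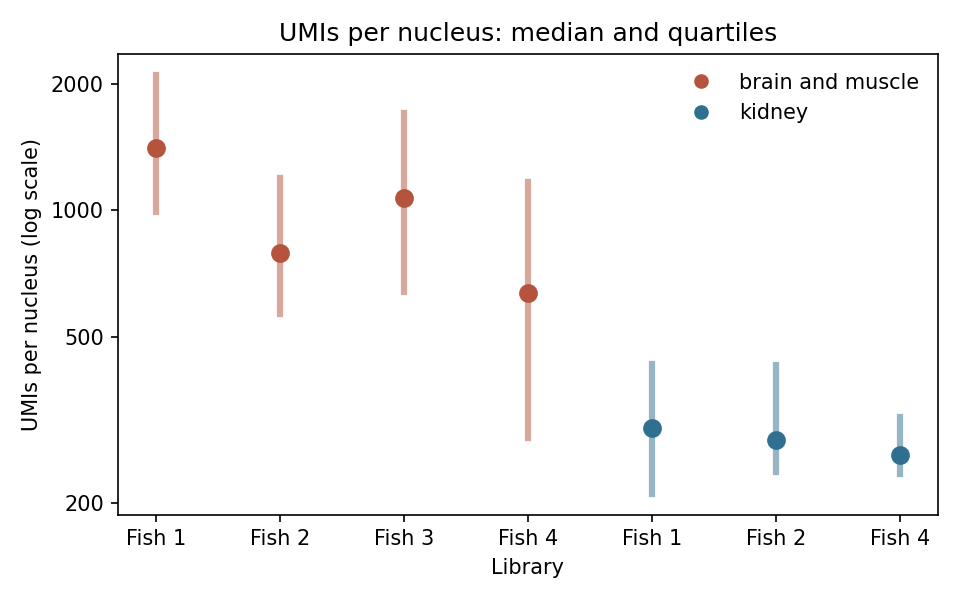
UMIs per nucleus (vertical axis, log scale) in each of the 7 libraries (horizontal axis). Points are medians and bars run from the lower to the upper quartile of the nuclei of a library; the kidney medians lie between 261.5 and 302 and the brain and muscle medians between 636 and 1412.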

Using the unsupervised modularity-based clustering approach (UMAP), nuclei were grouped into clusters. 31 transcriptionally distinct muscle and brain populations (Supplementary Fig. 1d, e) and 18 transcriptionally-distinct kidney populations (Supplementary Fig. 1i) were resolved. Established anchor markers reported in the literature and the ZFIN database were then used to assign presumptive cell identities to each population. Clusters expressing *Titin* genes (*ttn.1*, *ttn.2*) and myosin heavy chain genes (*myhc4*) were classified as muscle nuclei (*n* = 14,364), and clusters expressing neuronal genes (*luzp2*, *nrxn3a* and *grid1b*) were classified as brain nuclei (*n* = 10,269) (Supplementary Fig. 1f). This resulted in the identification of 12 muscle and 9 brain populations. In addition, we found presumptive populations of immune (*ptprc*), endothelial (*egfl7*), blood (*hbaa1*) and mural cells (*myh11a*) (Supplementary Fig. 1h). 

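The brain and muscle data held 27125 nuclei, of which 3871 came from Fish 1, 7068 from Fish 2, 8856 from Fish 3 and 7330 from Fish 4 (6781 ± 2094 per fish, SD, n = 4). Over that total, the paper's 14364 muscle nuclei are 53.0% and its 10269 brain nuclei 37.9%, or 1.40 muscle nuclei for each brain nucleus. The remaining 2492 nuclei (9.19%) are those outside both classes, where the paper places immune, endothelial, blood and mural cells and unassigned populations. The paper's methods pool the quantified brain and muscle nuclei in a 1:2 ratio, which sets these shares in part. Nuclei of each cell type per fish were not analysed here, so the shares carry no error between fish. The paper assigned the classes by marker genes, with titin and myosin heavy chain genes for muscle and neuronal genes for brain.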

Three populations (cluster 12, 19 and 24) could not be assigned to either muscle or brain, due to a lack of expression of anchor genes.

To further classify the muscle clusters, we compared the differentially expressed genes in each cluster with markers specific to muscle cell types (fast and slow), as well as developmental stage (Supplementary data 1)^18–22^. From this we identified 6 distinct fast muscle (FM) subtypes (FM 1-6 in Fig. 1c, d). FM1 and FM2 show enriched expression of the parvalbumin genes, *pvalb1* and *pvalb2*, which play a role in fish muscle relaxation^23^. FM3 to FM6 show high expression of the ryanodine receptor genes, *ryr1b* and *ryr3*, *mef2cb*, *msi2b* and *sox6*, which are markers of developing fast muscle fibers (Fig. 1d and Supplementary Fig. 1g)^24^. Given that FM1 and FM2 express lower levels of the pro-differentiation genes, we speculate that these clusters correspond to more mature fast muscle fibers cells. We identified one slow muscle fiber population (SM) that expresses markers such as *smyhc2*, *myh7bb*, *mybpc1* and *tnnt2e*^18^ (Fig. 1d). In addition, we found a mixed fast/slow population that expresses *ryr1b* and *ryr3*, but also the slow muscle fiber gene *ryr1a*, suggestive of common progenitor population of intermediate fibres^10^ (Fig. 1d). Two mixed fibroblast populations that expressed several collagen genes were also identified (Fig. 1d).

For the brain nuclei, we grouped them into 9 transcriptionally-distinct neuron populations that included 5 glutamatergic subtypes (expressing *gria2b*, *gria3b* and *epha6*), one *fat2*^*+*^ subtype and 2 undefined subtypes (Fig. 1c, e and Supplementary data 2). All of these populations, except for glutamatergic neuron-5, are likely mature neurons, as they expressed the markers *rbfox3a* and *map2*^25,26^. Our analysis also identified a presumptive group of neuronal stem cells, radial glia cells (expressing *s100b*, *atp1a1b* and *msi1*), and oligodendrocytes (expressing *flj13639*, *mpz* and *mbpa*; Fig. 1c, e).

Nuclei from the kidney were grouped into populations corresponding to the nephron segments (7 subtypes, *n* = 3854 nuclei), haematopoietic cell lineages (6 subtypes, *n* = 2939 nuclei) and neurons (2 subtypes, *n* = 214 nuclei) (Fig. 1f, Supplementary Fig. 1j, k). These clusters were annotated with anchor genes, as well as differentially expressed genes^6,7,27^ (Supplementary data 3). 

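The kidney data held 9939 nuclei, 2167 from Fish 1, 2424 from Fish 2 and 5348 from Fish 4 (3313 ± 1767 per fish, SD, n = 3), so that Fish 4 supplied 53.8% of them. Of these nuclei, 7786 had at least 200 genes detected. The paper's nephron and haematopoietic nuclei add up to 6793, and the nephron segments are 56.7% of the nuclei of both classes. The paper also counts 214 neurons in kidney, which are outside this share, and Fig. 1f shows neurons among its 6793 kidney nuclei. Segments were not counted per fish here, so no spread between fish can be given for this share.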

While no podocytes or NPC clusters were identified, we did resolve proximal and distal tubule nephron populations. These comprised one proximal convoluted tubule population (PCT), which was defined by expression of *lrp2a*, *slc20a1a* and *slc34a1a*^28–30^, and two proximal straight tubule populations (PST1 and PST2), based on the expression of *trpm7* and *slc13a1*^29–31^ (Fig. 1g). Differential gene expression analysis between these subtypes revealed that PST2 also expresses *rap1gap*, *slc6a6a* and *slc12a9*. For the distal nephron segments, we identified distal early (DE) cells, which express *clcnk* and *slc12a1*, and distal late (DL) cells that express *wnt9a* and *slc12a3*^30–32^. We also have identified a new DL-like population that specifically expresses *atp1a1a.3* and *scl9a3.2* (Fig. 1h). GO Term analysis for this population is consistent with a role in ion transport (Supplementary Fig. 1l). To determine the spatial location of this DL-like segment we performed in situ hybridisation on adult kidney sections and found expression in the major collecting ducts (running down the midline of the kidney) and in the distal-most portion of nephrons that fuse with the collecting ducts (Fig. 1i, j).

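The libraries of Fish 1 and Fish 2 held 15530 nuclei, 10939 from brain and muscle (70.4%) and 4591 from kidney (29.6%). The paper's 358 nuclei with a GESTALT barcode, the edited transgene read out as the lineage record, are 2.31% of them (exact Clopper-Pearson 95% interval 2.07 to 2.55%, which covers counting error only). Over all 37064 nuclei of the 4 fish they are 0.966% (same method, 0.869 to 1.07%). These denominators are the nuclei as deposited, which for kidney are 9939 against the paper's 6793. In Fish 1 and Fish 2, 854 and 648 kidney nuclei had fewer than 200 genes. The paper's share of about 2% may therefore rest on another set of nuclei. Which of the nuclei carried a GESTALT barcode was not analysed here, so the share could not be given by tissue or by fish.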

To determine the relationship of cells from kidney and muscle using snGESTALT, we prepared and sequenced the snGESTALT lineage libraries, resulting in barcode recovery of 358 nuclei from two juvenile zebrafish, respectively, corresponding to ~2% of all profiled cells. We filtered out the barcodes with only one UMI (Unique Molecular Identifiers) and constructed lineage trees for the remaining barcodes using the published maximum parsimony approach^17^, anchoring the tree with edits at sites 1-4 and extended it with edits at sites 5-9. Although the recovery rate of the barcodes was low, most likely due to weak expression of the heat-shock promoter and lower recovery from nuclei, they cover the majority of the identified populations in all three tissues (Supplementary Fig. 2a, b). A shared barcode between different types of cells indicates a shared ancestry and we found that the majority of these were restricted to single tissue types e.g. between different types of muscle cells (Clade a branch a3, Clade c, Fig. 2a; Clade a branch a1, a2 and Clade c. Figure 2b) or between nephron segments (Clade a branch a1, Clade b, Fig. 2a) or different neuronal cells (Clade d, Supplementary Fig. 2a). We found one barcode shared by a fast muscle cell (FM5) and a *fat2*^+^ neuronal cell, likely reflecting the lineage relationship between bipotent neural mesodermal progenitors that contribute to the spinal cord and somitic mesoderm^33^ (Clade a branch a3 in Supplementary Fig. 2b). No shared barcodes were found between the kidney and brain (Supplementary Fig. 2). However, we found two examples of barcode sharing between the muscle and kidney lineages. The first of these revealed a lineage relationship between an FM3 cell and a DL-like tubular cell (Fish 1 Clade a branch a2, Fig. 2a), while the other linked an FM4 cell to three tubular cells (PST1, PST2 and DL, Fish 2 Clade b, Fig. 2b). These findings are consistent with the hypothesis that the somites can give rise to kidney tissue.

**Fig. 2:**
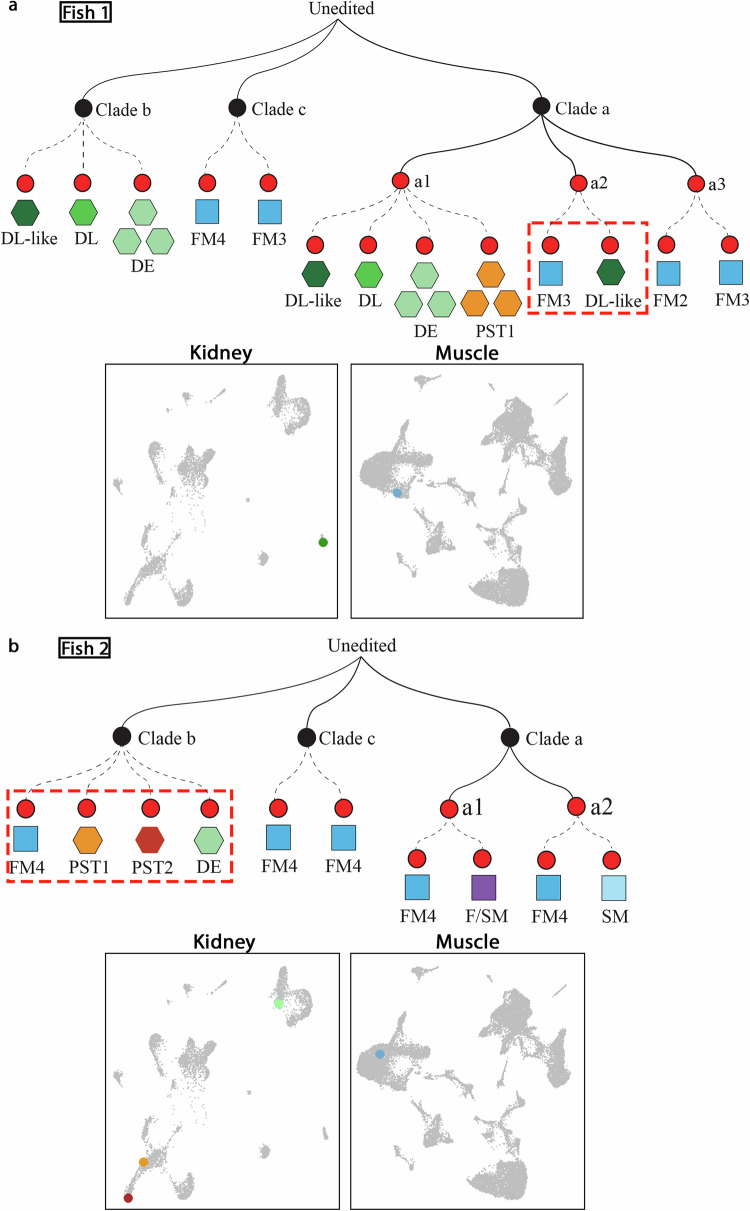
Reconstructed lineage trees reveal linkage between muscle and kidney cells in juvenile zebrafish. **a** Mini-tree showing lineage branches of kidney and muscle cells from Fish 1 that share the same barcode (selected branches from Supplementary Fig. 2a). **b** Mini-tree showing lineage branches of kidney and muscle cells from Fish 2 that share the same barcode (selected branches from Supplementary Fig. 2b). Black nodes represent early edits at barcode sites 1–4; red nodes represent late edits at sites 5–9. Solid black lines indicate inferred lineage relationships between nodes. Dashed lines connect individual cells to shared barcodes. Each shape represents a single cell, color-coded by cell type. Bottom panels show UMAP plots highlighting the corresponding kidney and muscle cells that share the same barcodes (red dashed boxes). PST proximal straight tubule; DE distal early tubule, DL distal late tubule, FM fast muscle, SM slow muscle, F/SM fast/slow muscle.

### Transplantation experiments identify somite 3 as a source of RPCs

To further test whether somites are a source of NPCs, we performed somite transplantation experiments. We selected the 3rd somite, based on its proximity to the where the first NPCs arise later in development, and dissected this from transgenic embryos ubiquitously expressing *egfp* at either the 12- or 18-somite stages ( ~ 15 hpf or 18 hpf, respectively). These donor somites were then transplanted into equivalently staged unlabelled recipients where the corresponding somite was removed (Fig. 3a and see Supplementary Fig. 3a–e for an overview of the transplant procedure). In surviving recipients, we observed successful engraftment through the presence of GFP^+^ donor-derived muscle fibres at the transplantation site (Fig. 3b). Follow-up analysis at 1.5 months revealed continued donor-derived contribution to muscle fibres at the transplantation site as well as donor-derived Hnf1b^+^ mesonephric kidney tubules and Podxl^+^ glomeruli (a transmembrane sialomucin expressed on the surface of podocytes^34^) in the mesonephros (*n* = 5/100 recipients, with *n* = 3 with 12-somite stage donors and *n* = 2 from 18-somite stage donors; Fig. 3c, d and Supplementary Fig. 3f–h). Notably, in one recipient, donor-derived tubules were found contralateral to the transplantation side, consistent with our previous observations that NPCs exhibit migratory behaviour^6^ (Fig. 3c’). Despite the somite being easily separatable from the adjacent IM, we explored the potential for contaminating IM cells to be co-isolated. To do this, we performed somite transplantations with Tg*(cdh17:EGFP)* donors, which is expressed by the IM/pronephric tubules, but found no donor-derived GFP^+^ kidney cells in the recipient fish at 4 dpf (*n* = 23; Supplementary Fig. 3i, j).

**Fig. 3:**
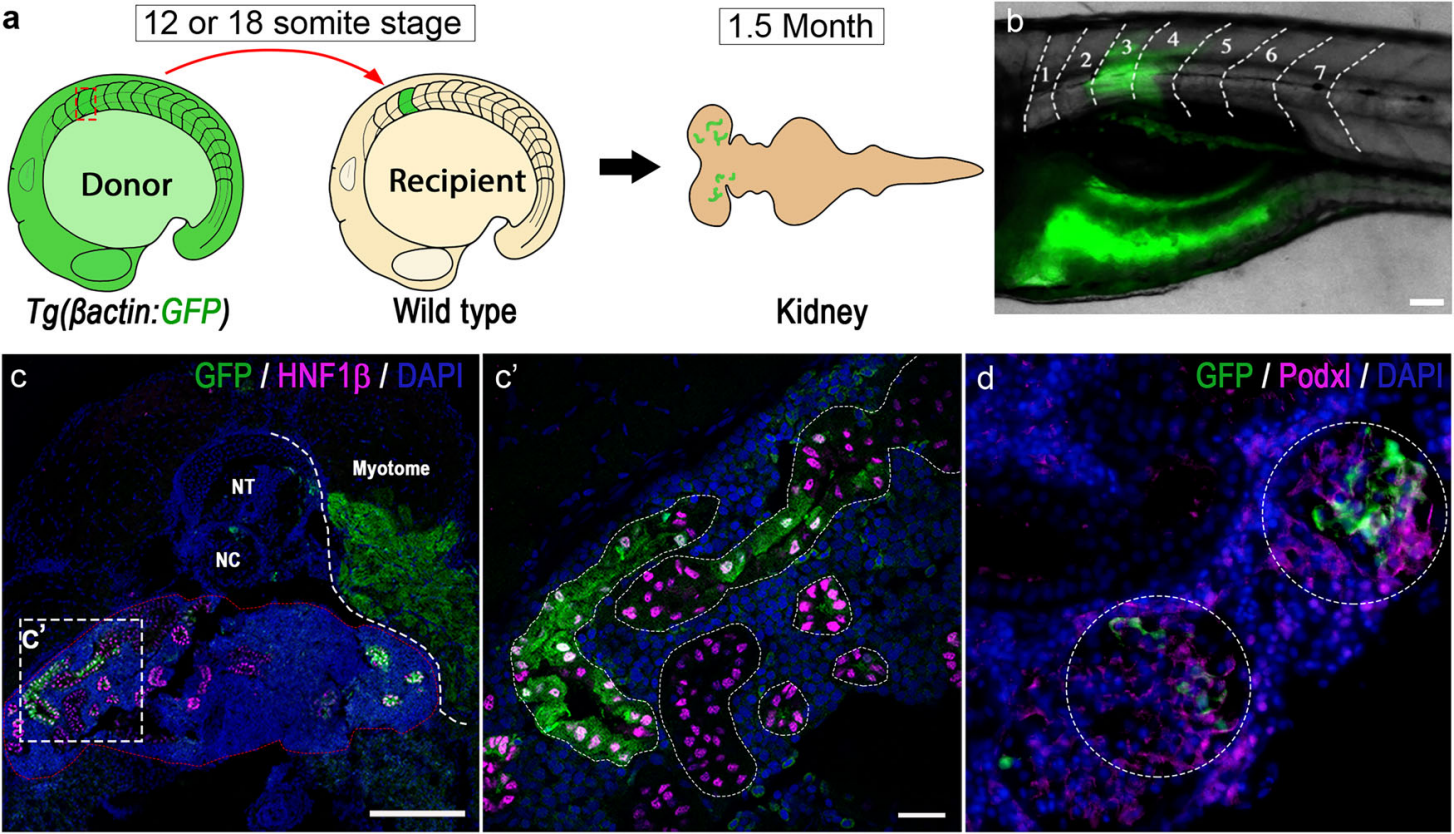
Transplanted GFP^+^ somite contributed to mesonephric nephrons in recipient fish. **a** Schematic of somite transplantation showing a GFP^+^ donor somite is harvested at 12 (15 hpf) or 18 (18 hpf) somite stage and transplanted into a wild-type recipient embryo at equivalent developmental stage, and kidney of the recipient fish is examined at 1.5-month of the age. **b** Image of a recipient larvae (6 dpf) developed donor derived GFP^+^ muscle fibers at the transplantation site (somite 3, transplanted at 12 somite stage). Scale bar, 20 µm. **c** Cross section of same recipient juvenile fish (at 1.5-month stage) immunostained for GFP and renal tubular marker Hnf1b, showing donor somite contributed tubular structures (Scale bar, 100 µm). **c’** Close-up image of the area boxed in c showing Hnf1b^+^ mesonephric tubules containing donor somite derived GFP^+^ cells (Scale bar, 20 µm). Similar results were observed in 3 biologically independent recipients with positive contribution (*n* = 3). **d** Immunostaining of donor derived Podxl^+^/GFP^+^ glomeruli, Scale bar, 20 µm. Similar results were observed in 3 biologically independent recipients with positive contribution (*n* = 3). For merged images, levels adjustments were applied independently to individual colour channels for clarity. All adjustments were applied equally across the entire image.

### Genetic fate-mapping reveals that NPCs are derived from *nkx3.1* positive progenitors

To provide further evidence supporting a renal-somite lineage relationship, we conducted conventional 4-hydroxytamoxifen (4-OHT)-inducible Cre-mediated (CreERT2) genetic fate-mapping experiments in vivo using transgenic lines employing the paraxial mesoderm-specific *mesogenin1* (*msgn1*) promoter^13^ and a GAL4-UAS system^35^ involving the sclerotome marker *NK3 homeobox 1* (*nkx3.1)*^15^ (Fig. 4a). In *msgn1*:*Cre-ERT2*; *βactin:Switch* fish, paraxial mesoderm-derived cells were induced to express mCherry with 4-OHT treatment at the 50% epiboly stage (5.25 hpf). Similarly, in *nkx3.1:Gal4; UAS:Cre-ERT2; ubi:Switch* fish, *nkx3.1*-expressing sclerotome cells were targeted for Cre-mediated recombination at 24 hpf (Fig. 4b). This approach enabled us to track and compare the fate of cells derived from the pan-paraxial mesoderm (*msgn1*) at early stages and the sclerotome subpopulation (*nkx3.1*) at later stages. Both lines were treated with 4-OHT for a duration of 24 h. As expected, the mCherry^+^ cells derived from the *msgn1* lineage gave rise to muscle fibres at 48 hpf (Supplementary Fig. 4b, c), while no labelling of the IM-derived pronephros was observed at either 48 hpf or at 14 day post-fertilisation (corresponding to the 7 mm stage; Supplementary Fig. 4d and Fig. 4c, d, *n* = 5). The mCherry^+^ cells derived from the *nkx3.1* lineage were found associated with the myotendinous junction, centrum, neural arch and hemal arch (as reported by Ma et al. 2023, Supplementary Fig. 4f). Consistently, some mCherry^+^ muscle fibres were also observed in the ventral part of myotome (Supplementary Fig. 4f, yellow arrow heads). Embryos of both lines without 4-OHT induced Cre showed no presence of mCherry^+^ cells (Supplementary Fig. 4e, f). We examined the recombined animals from both lines at the 7 mm stage, a crucial period when the mesonephric kidney begins to form. We assessed expression of *pax2a*, a transcription factor marking NPCs and early renal epithelial cells, and *hnf1b*, which is essential for nephron segmentation and tubule maturation^31^. We observed the contribution of mCherry^+^ cells to nascent Pax2^+^ nephrons (*n* = 5; Fig. 4c) and NPC clusters (*n* = 5; Fig. 4e). Additionally, we observed contribution of mCherry^+^ cells to Hnf1b^+^ nephrons in both lines (*n* = 10; Fig. 4d, f), including mCherry^+^ glomeruli (Fig. 4f, *n* = 10). Recombined animals (1.5 months of age) of both lines exhibited mCherry labelling in nephrons scattered throughout the kidney with mosaic contribution in the glomeruli, proximal (LTL^+^, Lotus Tetragonolobus Lectin) and distal tubules (DBA^+^, Dolichos Biflorus Agglutinin) (Fig. 4g, h, i, *n* = 10 per line). In addition to the nephron segments, we have also observed contribution to stromal-like cells in the kidney. However, in the absence of validated stromal markers in zebrafish, the identities of these cells are unclear (Supplementary Fig. 4i). Additionally, 4-OHT was administered to *msgn1* embryos at the later stages of 3- and 10-somites, where there is no overlap in expression between *msgn1* and the IM marker *pax2a* (Supplementary Fig. 4g). A similar efficiency of nephron contribution was found among the three different 4-OHT treatment stages (Fig. 4o), although the labeling of muscle fibers was more restricted to the posterior somites in the 10-somite treated animals compared to the earlier treatment windows (Supplementary Fig. 4h, Fig. 4m). The *nkx3.1* line demonstrated 6-fold greater efficiency in contributing to nephron formation compared to *msgn1* line (Fig. 4n, o). Taken together, the data from both *msgn1* and *nkx3.1* studies provide further independent evidence for a somite origin of NPCs.

**Fig. 4:**
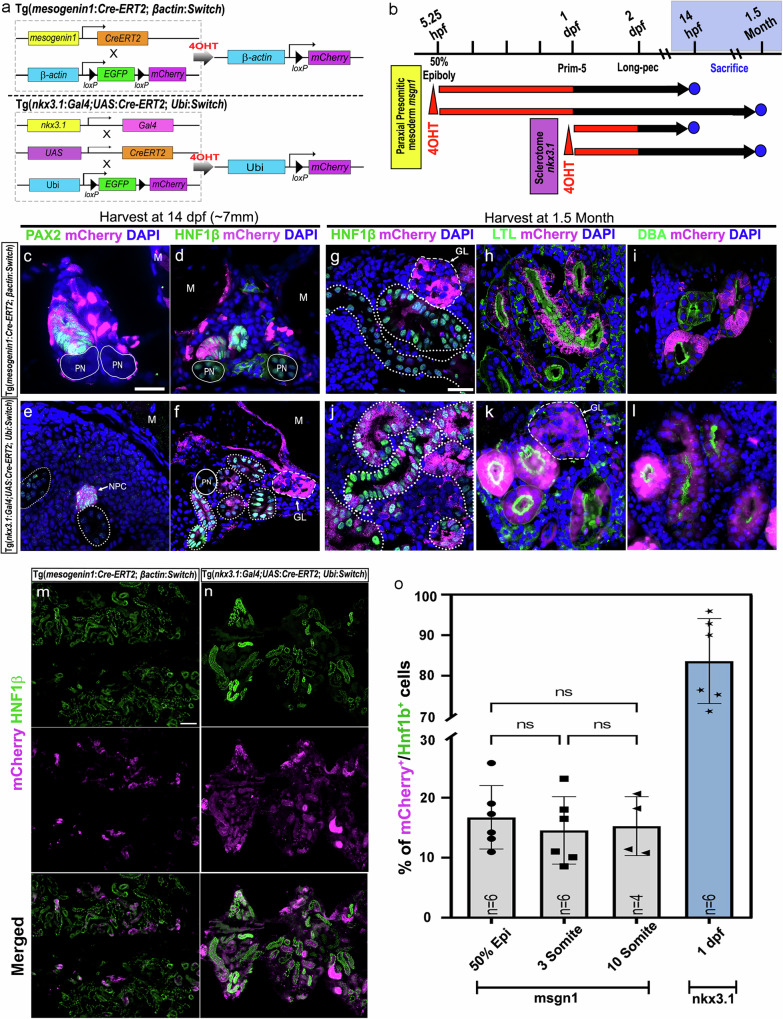
Cre-loxP based lineage-tracing techniques unveil a somitic origin for zebrafish mesonephric nephrons. **a** Schematic representation showing the cross between the *msgn1*:Cre-ERT2 line and *bactin*:Switch (loxP-EGFP-loxP-mCherry) line, and the *nkx3.1*:Gal4;UAS:Cre-ERT2 line and *Ubi*:Switch line, followed by treatment with 10 µM 4-OHT to activate Cre recombinase and induce mCherry expression in targeting cells. **b** Experimental timeline of 4-OHT treatment in both transgenic lines. **c–f** Cross-sections of 4-OHT treated 7 mm larvae immunostained for renal markers (Pax2, Hnf1β) and mCherry^+^ cells. Tg(*msgn1*:Cre-ERT2;*bactin*:Switch) (**c**, **d**) and Tg(*nkx3.1:Gal4; UAS:Cre-ERT2; ubi:Switch*) (**e**, **f**), (Scale bar, 20 µm); PN: pronephros; M: muscle, NPC: Nephron progenitor clusters; GL: Glomerulus. Images are representative of five biologically independent larvae per transgenic line (*n* = 5 per line), with similar results. **g–l** Sections of 4-OHT-treated 1.5-month-old zebrafish kidneys immunostained for renal markers: HNF1β (white dotted outlines), Lotus tetragonolobus lectin (LTL), Dolichos biflorus agglutinin (DBA), and mCherry⁺ cells. Images show donor-derived contributions to the glomerulus (GL; white dashed outlines), proximal tubule (LTL), and distal tubule (DBA) of the nephron. PN, pronephros (solid white outlines). Scale bar, 20 μm. Images are representative of ten biologically independent fish per transgenic line (*n* = 10 per line), with similar results. **m**, **n** Representative low-magnification images of kidney sections from both transgenic lines for quantification. Scale bar, 100 µm. **o** Quantification of the percentage of mCherry^+^/Hnf1b^+^ cells in 1.5-month Tg(*msgn1*:Cre-ERT2;*bactin*:Switch) and Tg(*nkx3.1:Gal4; UAS:Cre-ERT2; ubi:Switch*) fish kidneys. For the *msgn1*-Cre-ERT2 line, recombination occurred at 50% epiboly, 3-somite, and 10-somite stages, and for the *nkx3.1*-Gal4-UAS-Cre line, recombination occurred at 1-day post-fertilization (1dpf). Data points correspond to the mean percentage of mCherry^+^/Hnf1b^+^ cells ± SEM. Each dataset consists of three sections quantified per fish, with each section 14 μm in thickness, and every fifth section was quantified. Statistical significance was assessed using a two-sided one-way ANOVA followed by Tukey’s post-hoc test; ***P < 0.001. For the 50% epiboly and 3-somite stages, *n* = 6 fish per time point, for the 10-somite stage, *n* = 4, and for the 1dpf stage, *n* = 6. Source data are provided as a Source Data file. For all merged images, levels adjustments were applied independently to individual colour channels for clarity. All adjustments were applied equally across the entire image.

## Discussion

In this study we demonstrate through three independent lineage tracing methods that somites serve as a source of NPCs for mesonephric nephrons in zebrafish. This finding challenges the prevailing assumption that the IM is the exclusive origin of all kidney cell types in vertebrate embryos. This long-standing belief primarily emerged from studies of chick and mammalian embryogenesis, where the IM develops progressively as the embryonic axis elongates and forms nephrogenic cords alongside the somites. These IM cells are the source of the sequentially-arising kidney types— the pronephros and mesonephros in the rostral trunk and the metanephros in the caudal trunk of mammalian and chick embryos^3,36,37^. By contrast, zebrafish kidney development follows a markedly different trajectory. The IM forms in its entirety by early somitogenesis stages and then appears to differentiate *in toto* into the pronephros, with no evidence of ‘remnant’ nephrogenic cord cells remaining to serve as a source for the mesonephros. Unlike the other models, the zebrafish mesonephros emerges much later in development, in more mature, free-swimming larva. The absence of persisting nephrogenic cord cells in zebrafish has long been a developmental mystery that our work now resolves by revealing that the somites are an alternative source of NPCs.

During zebrafish somitogenesis, the somite becomes compartmentalised into discrete domains that include the primary myotome (contributing to both fast and slow muscle fibres)^10^, a dermomyotome-like external cell layer, and dorsal and ventral sclerotome populations that are a source of multiple types of mesenchymal cells and the vertebrae^15,38,39^. Our lineage tracing with *msgn1*:*Cre-ERT2* does not resolve which of these compartments is the source of NPCs, as *msgn* is expressed from early gastrulation onwards throughout the paraxial mesoderm^40^. By contrast, *nkx3.1* is more restricted in the somite and has a later onset of expression, where it predominantly labels sclerotome progenitors^15,41^. This result, coupled to the observations that the first NPCs arise near the base of the myotome, suggest that ventral sclerotome population may be the source of NPCs. Whether a subset of sclerotome progenitors persist to ~10 dpf, when the first NPCs arise, or whether there is an intermediary cell type/s involved in the developmental pathway from somite to NPC is not clear but can be addressed in the future with additional lineage-restricted Cre-lox tools.

Alternatively, as *nkx3.1-cre* also labels some muscle fibres^15^, together with our GESTALT analysis where we found that some fast muscle cells share a common ancestry with kidney cells, we cannot rule out that NPCs descend from the myotome compartment. Although the trunk muscle initially arises from the primary myotome, during the larval and adult stages it is greatly expanded by the differentiation of muscle stem cells on the myotome surface^10^. It is possible that these muscle stem cells are the source of NPCs, and this would fit with the observations that NPCs arise during larval stages when secondary myogenesis is active, together with their first appearance at the surface of the myotome. In line with this, the snGESTALT results found that the muscle cells sharing a common ancestry with the renal cells have an immature transcriptional profile, suggestive of being newly-derived during secondary myogenesis^10^. A link between muscle stem cells and the kidney is attractive as both tissues show lifelong indeterminant hyperplasia in teleosts^7,10^ and a common stem cell population may help coordinate this growth.

While our results link the somites to the mesonephric kidney, we cannot completely rule-out a dual contribution that also includes the IM. At present, we do not favour such a model as the temporal gap between when the IM forms ( ~ 10 hpf) and NPCs appearing 10 days later is a substantial length of time for these cells to persist. We have conducted extensive gene expression mapping of NPC markers, including *pax2a*, *wt1b*, *lhx1a*, and have not seen any evidence of ‘remnant’ IM^6^. It is possible that some IM cells differentiate into an intermediary cell type that does not express traditional markers of NPCs yet retains the potential to adopt an NPC fate later in development.

Our findings raise the question of whether the somite-to-kidney developmental pathway is a unique adaptation found in teleosts or whether it reflects an ancient vertebrate developmental mechanism that has been overlooked in mammals and birds. Lineage labelling studies in chick embryos have shown that the paraxial mesoderm contributes to the mesonephros and metanephros but is restricted to stromal cells^42^. While the stromal and NPC populations were initially considered to be developmentally distinct lineages, more recent observations suggest a much closer relationship. Lineage tracing of mouse stromal precursors using *Foxd1-cre*, which shows earlier expression in the somites, labels the metanephric stroma but also small populations of metanephric NPCs^43,44^. Moreover, knockout of the *Pax2* transcription factor in metanephric nephron progenitors causes them to transdifferentiate into stromal progenitors^45^. In the developing human metanephric kidney, the transcriptional profiles of nephron and stromal progenitors overlap substantially, including shared expression of *FOXD1*, considered a specific stromal marker in mouse^46^. Together, these observations raise a provocative hypothesis that the somite-to-kidney pathway we describe in zebrafish may also exist in mammals and birds but it has become co-opted to largely generate stromal, rather than nephron, progenitors.

In conclusion, our work challenges the traditional view of the IM as the sole source of NPCs. It extends the remarkable plasticity of somites as a key developmental reservoir of tissue progenitors and offers a provocative lens through which to reconsider amniote kidney development. Our research opens the possibility of inducing human nephron progenitors in vitro by manipulating a somite-to-kidney pathway and utilising them in regenerative therapies aimed at treating kidney disease.

## Methods

### Zebrafish husbandry

Zebrafish husbandry and manipulations were conducted at the facilities of the University of Auckland, Faculty of Medical and Health Sciences. This study was approved by the University of Auckland Animal Ethics Committee under approved protocol AEC22634.

### Zebrafish transgenic lines

Zebrafish (*Danio rerio*) were maintained as previously described^47^ and in accordance with Institutional Animal Care and Use committee protocols. Zebrafish of mixed sexes, age under 30 days post-fertilization (dpf) or 1.5 months, were used in experiments. All lines were maintained on an AB genetic background. The following transgenic lines were used: Tg(*lhx1a:EGFP*) from Prof. Hukriede’s lab, University of Pittsburgh; Tg(*hsp70l:Cas9-t2A-GFP, 5xU6:sgRNA*) and Tg(*hspDRv7:GESTALT, clmc2:EGFP*) were generated in our lab using Addgene plasmid #108871 and #108870^17^; Tg*(bactin2:switch*) and Tg(*msgn1:Cre-ERT2*) from Australian Regenerative Medicien Institute, Monash University, Clayton; Tg*BAC(nkx3.1:Gal4)ca101*, Tg(UAS:*Cre-ERT2*)*ca105* and Tg(*Ubi*:Switch) were previously reported^15,38^ and maintained in Associate Professor Huang’s lab, Cumming School of Medicine, University of Calgary.

### Imaging

Epifluorescent images were acquired using a Nikon Eclipse 80i microscope equipped with a Nikon Qi2 camera. Confocal images were acquired using a Zeiss LSM 710 inverted confocal microscope. Images were processed using Fiji (ImageJ) and Adobe Photoshop (Levels function). Levels adjustments were applied independently to individual channels, where needed, to enhance visibility. All adjustments were applied uniformly across the entire image and equally to experimental and control samples. No deconvolution, gamma correction or filtering, or 3D reconstruction was applied.

### Cre-mediated lineage tracing

For *msgn1:Cre-ERT2; βactin2:Switch* embryos, tamoxifen treatment was carried out at 50% epiboly, 3 somite, or 10 somite stages using 10 μM 4-hydroxytamoxifen (4-OHT) for 24 hours. For Tg(*nkx3.1:Gal4; UAS:Cre-ERT2; ubi:Switch*) embryos, tamoxifen treatment was administered from 1 to 2 dpf with 10 μM 4-OHT. After treatment, embryos were washed three times and recovered in fish water for subsequent analysis at the appropriate stages.

### Cryosectioning

Zebrafish larvae and kidneys were fixed in 4% PFA overnight at 4˚C and washed twice in PBS and then placed in 1% low melting point agarose containing 5% sucrose and 0.9% agar (made up in water) in cryomolds and placed in 30% Sucrose/PBS cryoprotectant solution and incubated overnight at 4 °C. Cryoblocks were flash frozen on dry ice and immediately sectioned. 14 μm sections were cut in a cryostat machine (Leica SM-3050-S) with chamber temperature set to −25 °C and objective chamber set to −22 °C, and transferred onto Superfrost plus microscope slides.

#### In situ hybridization and immunohistochemistry

Both in situ hybridization and immunohistochemistry were performed on cryosectioned samples.

In situ hybridization was performed as previously described (http://zfin.org/ZFIN/Methods/ThisseProtocol.html) with the sample section slides kept in the humid chamber to prevent drying during the reaction. Antisense probes were synthesized using T3 polymerase from cDNA synthesized from kidneys of 1.5-month-old juvenile fish. To perform antibody staining, tissue sections were rinsed twice in PBS containing 0.05% Tween20 (PBST), then incubated in PBS containing 0.5% Triton X100 for 20 min to permeabilise the sections. Sections were then blocked in PBST containing 3% BSA and 5% Goat serum for at least 1 h.

Antibody staining was performed as described (https://zfin.atlassian.net/wiki/spaces/prot/pages/379420760/Antibody+staining+on+Sections), using antibodies anti Pax2 (1:500, Covance, PRB-276P-200), anti Hnf1b (1:500, Sigma, HPA002083-100UL), anti GFP (1:500, Novus, NOVNB600597), anti mCherry (1:500, Abcam, ab125096), anti Podxl (1:250, made in House by Dr. Hidetake Hurihara, Juntendo University). Sections were washed three times in PBST before the Donkey anti-mouse/Rabbit IgG (H + L) Highly cross-adsorbed Secondary antibodies (1:500, Thermo Fisher Scientific). Antigen retrieval was required for the anti-mCherry antibody using citrate solution (10 mM citric acid, 0.05% Tween, pH6.0) in 95 °C water bath for 20 min.

### Somite transplantation

The transplantation method was adapted from a previously published work^48^, with several modifications made. In brief, individual donor somites were harvested from 12 or 18 somites stage β-actin-GFP transgenic zebrafish embryos. The dechorionated donor embryos were kept in L15 media for removal of the head and yolk by using two 29 G insulin needles. The remaining trunk of the embryo was digested in 1% collagenase (Sigma) until the entire somites blocks started to detach from the embryo. The digested somites blocks were then washed by serial of L15 media supplemented with 10% FBS. Individual somite blocks were separated and selected under a fluorescent dissection microscope (Leica MZ F10) by using an eyelash and transferred to ice-cold fresh L15 media until transplantation. Dechorionated wild-type recipient embryos (12 or 18 somites), were embedded in 60 mm Petri dish with 1% low-melting/normal agarose gel (50:50) and the embryos oriented that the lateral surfaces of the targeted somite regions were at the surface of the embedding gel. Approximately 2 mL of L15 media supplemented with 10% FBS was added to the petri dish to ensure the surface was fully covered and embryos would not dry out. Under a dissecting microscope, the epidermal layer of the target somite was cut open using two Micro-Needles (0.12 mm in diameter, Ted Pella), the target somite was then hooked out using a blunt end eye lash. Immediately following the surgery, the designated donor somite was transplanted into the extirpated region of the recipient host. After transplantation, the embryos were left undisturbed and immersed in the L15 media (supplemented with 10% FBS) for at least 30 min before transferring to E3 medium. The embryos were incubated at 28 °C for recovery, survival of the embryos was checked at 1 day post transplantation. The surviving embryos were allowed to grow to 1.5 months and analyzed under fluorescent microscope. Kidney tissue was harvested and analyzed by immunohistochemistry.

### Early and late GESTALT barcode editing

The editing was performed as previously described^49^, minor changes were made to fit with the experimental design of this project. In brief, sgRNAs specific to sites 1-4 of the GESTALT barcode were generated by in vitro transcription using EnGen^®^ sgRNA Synthesis Kit, *S. pyogenes*. Tg(*hspDRv7:GESTALT, clmc2:EGFP*) F1 transgenic adults confirmed with single copy of GESTALT barcode were crossed to heat-shock inducible Cas9 F1 transgenic adults. One-cell embryos were injected with 1.5 nl of Cas9 protein (8 µM EnGen^®^ Spy Cas9 NLS, NEB) and sgRNAs 1-4 (100 nl/µl) in salt solution (NEBuffer™ r3.1) with 0.05% phenol red to perform early GESTALT barcode editing. Injected embryos were first screened for GFP heart expression at 30 hpf to select the embryos with the presence of GESTALT barcode. These embryos were then heat-shocked for 45 min at 37 °C to induce endogenous Cas9 expression, which performed GESTALT barcode editing at sites 5-9 (late editing).

### Nuclei extraction for snRNA-Seq

Single nuclei isolation from tissue was adapted from a previously published work^50^, minor changes were made to fit with the size of zebrafish tissue. Nuclei were isolated with Nuclei EZ Lysis buffer (NUC-101, Sigma) supplemented with protease inhibitor (5892791001, Sigma) and RNase inhibitors (N2615, Promega; AM2696, Life Technologies). Zebrafish brain, muscle and kidney tissue were dissected and quickly rinsed with ice-cold PBS before snap-froze. Samples were minced into <2 mm pieces with 500 µL of ice-cold NLB buffer (10 mL Nuclei EZ lysis buffer supplemented with 1 tablet of protease inhibitor and 10 µl of each RNase inhibitors) and incubated on ice for 5 min with an additional 500 µl of NLB. The tissue and NLB buffer mix was then transferred to the Dounce tissue grinder (D8938, Sigma), gently grind 30 times with Pestle A and 15 times with Pestle B. The homogenate was then incubated on ice for an additional 5 min. The homogenate was filtered through a mini-40 µm and a subsequent mini 20 µm cell strainer (43-10040-50 & 43-10020-50; PluriSelect) and then centrifuged at 500 x *g* for 5 min at 4 °C. The pellet was resuspended and washed twice with 1 mL of NLB buffer to remove residue cytoplasmic RNAs. After another centrifugation, the nuclei pellet was resuspended in Nuclei Suspension Buffer (1XPBS, supplemented with 2% BSA and 2 µl Promega RNase inhibitor), filtered through a mini-10-µm cell strainer (43-10010-50, PluriSelect). Nuclei were counted on hemocytometers (KIMA211710, Vetriplast-10).

### Single-nucleus library preparation and sequencing

The quantified brain and muscle nuclei were pooled together in 1:2 ratio, kidney nuclei were processed on its own. The nuclei were partitioned into each droplet with a barcoded gel bead using the 10X Chromium instrument with the Chromium Single Cell 3′ Reagent Kit v.3.1 to generate transcriptome libraries. The libraries were sequenced on the Nova-Seq 6000 (Illumina).

### snGESTALT library preparation

To generate snGESTALT libraries, half of each 10X transcriptome libraries was enriched using in a two-step nested PCR reaction involving: 1) GP6 and READ1 primers and Q5 polymerase (NEB), and 2) READ1 and GREAD2 primers and Q5 polymerase. The first Q5 reaction (98 °C, 30 s, 61 °C, 25 s; 72 °C, 30 s; 15 cycles) was cleaned up with 0.6X AMPure beads and eluted in 20  µl Ultrapure water (Invitrogen); The second Q5 reaction (98 °C, 30 s, 61 °C, 25 s; 72 °C, 30 s; 8 cycles) was also cleaned up with 0.6X AMPure beads and eluted in 20 µl Ultrapure water (Invitrogen). The concentration of the PCR products was assessed using both High Sensitivity D1000 Screen tape on TapeStation (Aglient) and Qubit™ dsDNA HS Assay Kit. Final PCR was then carried out to incorporate sequencing adapters and sample indexes as described in the Chromium Single Cell 3’Reagent kit v.3.1. The NEBNext Library Quant kit was used for library quantification. Libraries were sequenced using MiSeq (300 cycles kit) and 20% PhiX spike-in. Sequencing parameters: Read1 28 cycles and Read2 300 cycles.

### Sequences of Oligonucleotides

GP6: 5’-GAGGACTACACCATCGTGGAG

READ1: 5’-CTACACGACGCTCTTCCGATCT;

GREAD2: 5’-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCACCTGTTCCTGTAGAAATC;

### Processing of raw transcriptome sequencing reads

In brief, sequencing data were demultiplexed and aligned to the zebrafish genome (GRCz10) using Cell Ranger v6.0.1 with the setting --include-introns. An expression matrix was generated based on UMI counts per gene per cell.

### snRNA-Seq data analysis

Seurat v4.0^51^ was used for downstream analysis. We analysed each zebrafish separately and removed low quality nuclei with less than 200 genes detected. 

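Nuclei with fewer than 200 genes were present in 5 of the 7 libraries as deposited. In kidney they were 854 of the nuclei of Fish 1 (39.4%), 648 of Fish 2 (26.7%) and 651 of Fish 4 (12.2%). In brain and muscle they were 1910 of the nuclei of Fish 4 (26.1%) and 4 of Fish 3 (0.0452%), and there were 0 in Fish 1 and Fish 2. The lowest number of genes in a nucleus was 130 in kidney, in Fish 1, and 151 in brain and muscle, in Fish 4. The brain and muscle total of 27125 nuclei, those with fewer than 200 genes included, equals the number the paper clustered. Whether the gene numbers were taken before or after the later steps is not given in the sources used here.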

We also excluded nuclei with a high percentage of UMIs mapped to mitochondrial genes ( > 0.02). An R package, SoupX v1.4.5^52^, was used to remove ambient RNA. Briefly, ambient RNA expression is estimated from the empty droplets. The contamination fraction is then calculated with the setting “autoEstCont” followed by the “adjustCounts” function with default parameters to generate a UMI count matrix. We also used scDblFinder v1.4.0^53^ to remove doublets. Data were normalised and scaled using SCTransform^54^ function. Mitochondria gene expression was removed from the datasets. We integrated four brain and muscle datasets, and three kidney datasets using integration anchors^55^. We then performed dimension reduction, clustering and differential expression analysis on individual clusters using the FindAllMarkers function in Seurat. Canonical marker genes together with the top differentially expressed genes for each cluster were used to identify cell type populations. Pathway analysis was performed using ClusterProfiler v3.1.8^56^.

### GESTALT barcode analysis

Sequencing data from GESTALT libraries were processed with the GESTALT pipeline (https://github.com/mckennalab/SingleCellLineage). In brief, read 1 and read 2 were concatenated to generate GESTALT barcode reads with the 10X cell barcodes. A consensus sequence was called by merging all reads that shared the same cell barcode. Consensus sequences were then aligned to a reference sequence using NEEDLEALL aligner with the default settings except -primersToCheck=FORWARD and -umiLength=28. The GESTALT barcodes were matched with the corresponding nuclei from the transcriptome datasets based on the 10X cell barcode. 

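The 10X cell barcode tags a nucleus within a library, and the same barcode can occur by chance in nuclei of separate libraries. Between the brain and muscle library and the kidney library of the same fish, 20 cell barcodes were shared over Fish 1, 2 and 4, against 9.52 for independent draws from an assumed list of 6800000 barcodes (ratio 2.10, exact Poisson 95% interval 1.28 to 3.25, exact two-sided p = 0.00278). Of these, 2 were shared in Fish 1, 5 in Fish 2 and 13 in Fish 4. Pairs of libraries from different fish, which share no animal, held 128 shared barcodes against 74.1 (ratio 1.73, exact Poisson 95% interval 1.44 to 2.05). The same-fish ratio was 1.22 times the different-fish ratio (95% interval 0.719 to 1.96, exact binomial p = 0.436), so an excess within fish was not detectable at these counts. Whether any shared cell barcode belonged to a nucleus of the lineage trees was not analysed here.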

Nuclei with <2 GESTALT barcode UMIs were excluded from the lineage trees. Lineage trees were constructed using TreeUtils (https://github.com/mckennalab/TreeUtils) with the setting --subsetFirstX 4 to anchor the tree with the early edit sites (site 1-4) and extended it with the late edit sites (site 5-9). The trees were then annotated with tissue type.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Source data

Source data

## Data Availability

The snRNAseq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE286280. Source data for Fig. 4o are provided with this paper. Source data are provided with this paper.

## Code availability

All snRNA-seq data analyses were performed using standard protocols with previously described R packages^51^. GESTALT data were processed using Single-cell GESTALT pipeline available at GitHub (https://github.com/mckennalab/SingleCellLineage).

# Supplementary material for: Somites are a source of nephron progenitors in zebrafish
**Source:** Nat Commun. 2025 Jul 26;16:6914. doi: 10.1038/s41467-025-62259-y
**Supplement:** Supplementary file 1 — Supplementary Information

Somites are a source of nephron progenitors in zebrafish

- Supplementary Information

Zhenzhen Peng¹, Thitinee Vanichapol¹, Phong Dang Nguyen^{2,3}, Hao-Han George Chang¹,
Katrinka M. Kocha⁴, Lori L. O'Brien⁵, Peter D. Currie^{2,6}, Peng Huang⁴, and Alan J.
Davidson^{1,*}

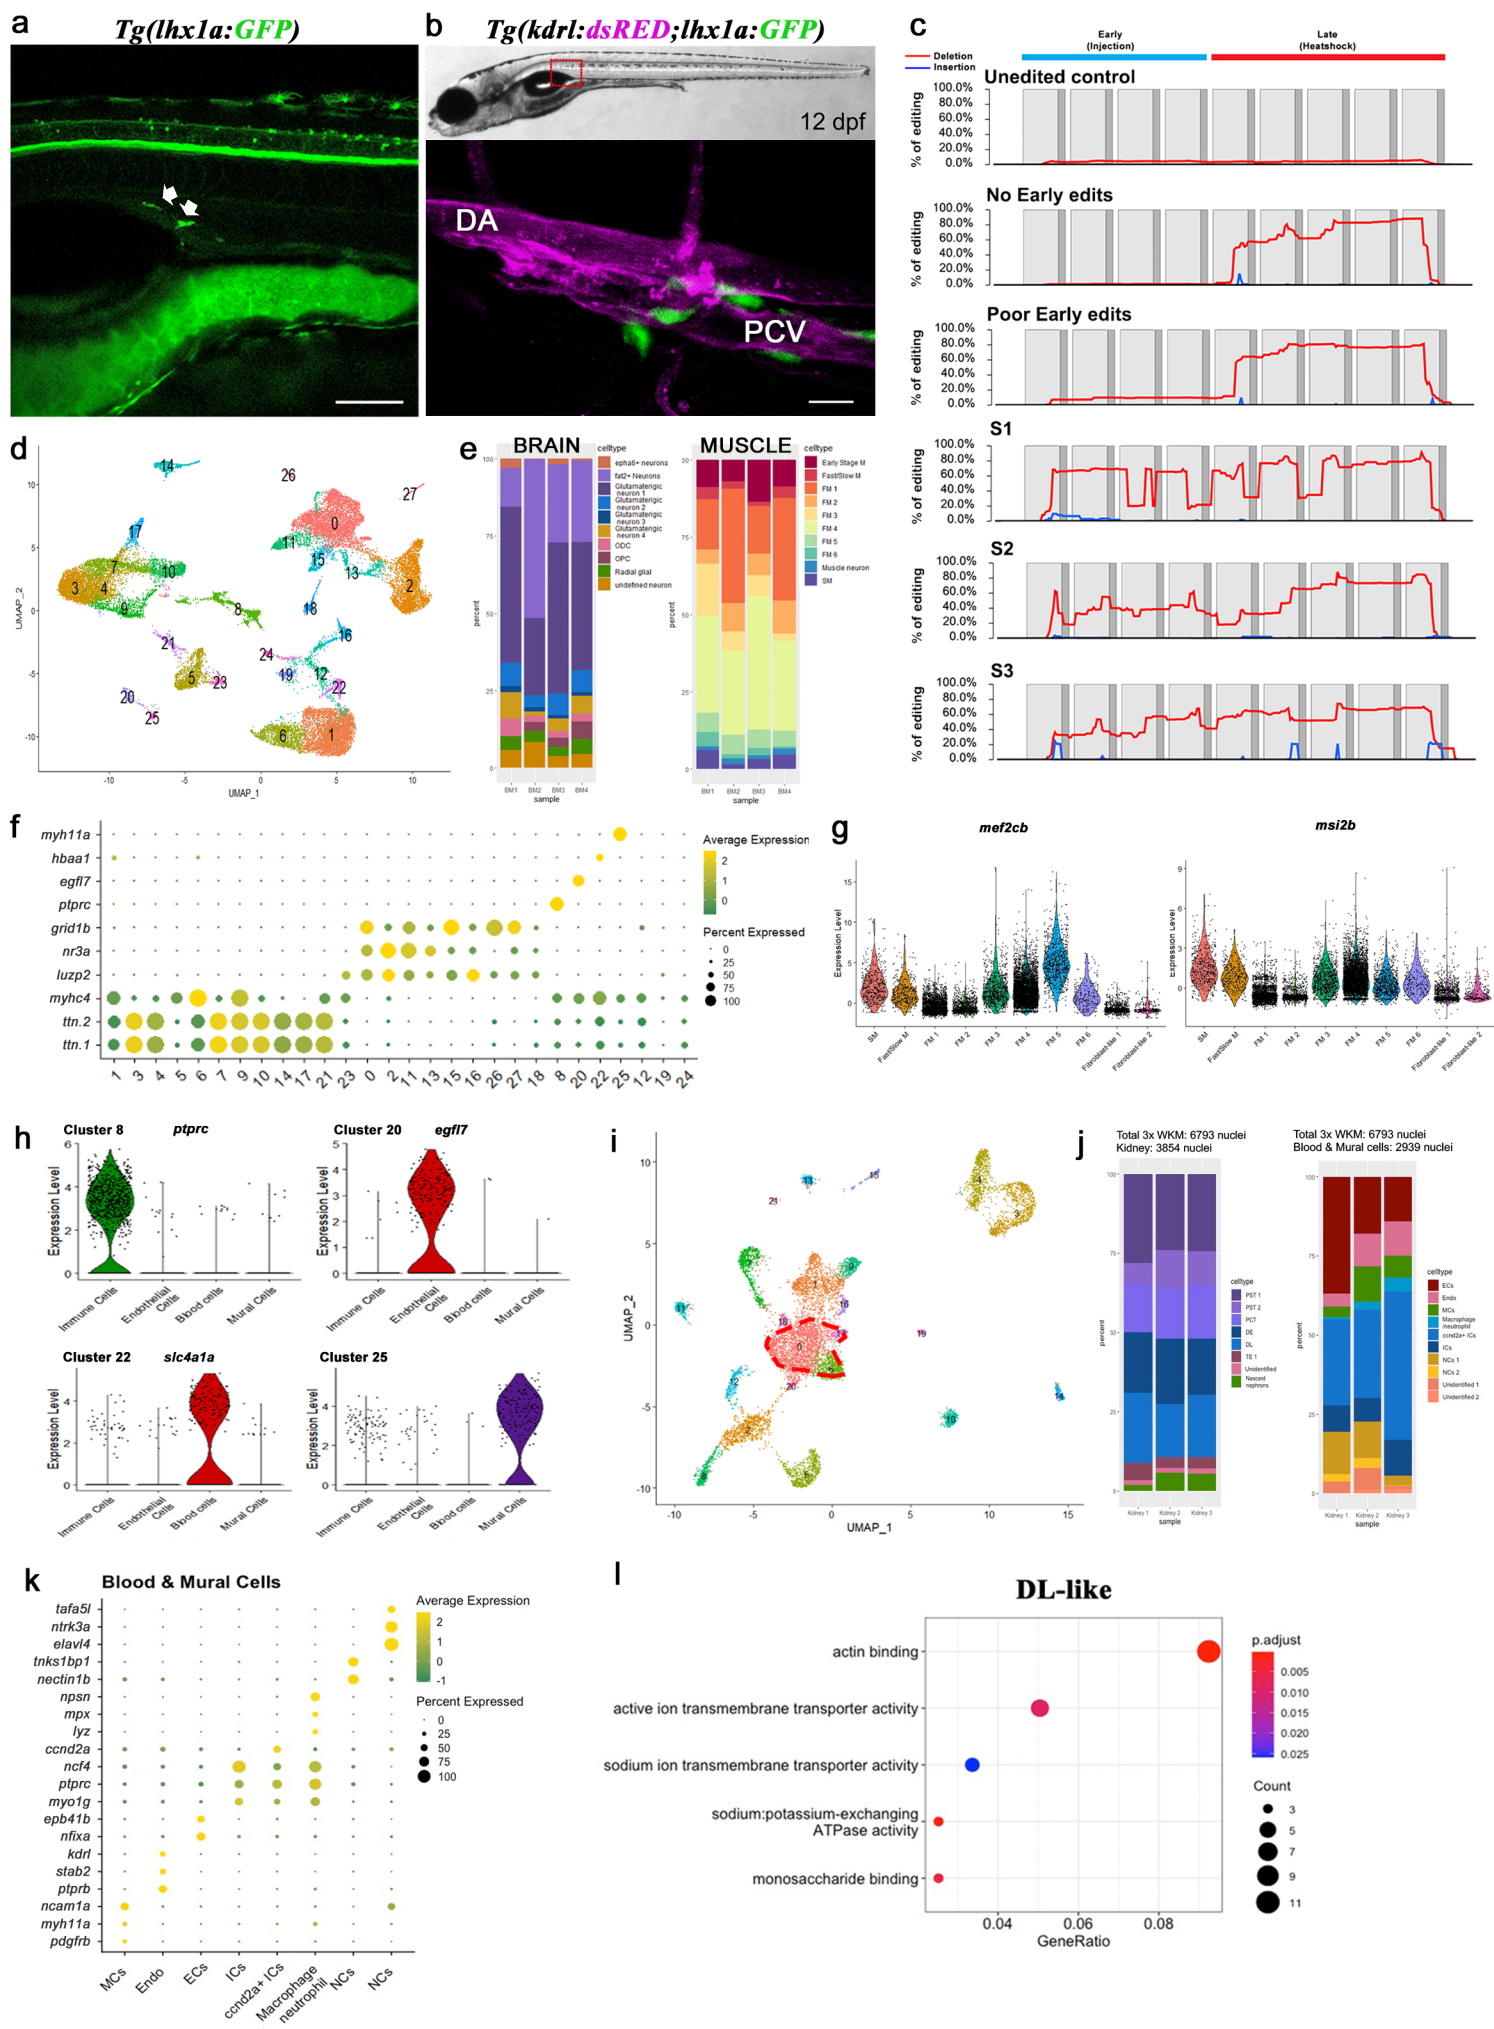

Supplementary Fig. 1. Zebrafish brain, muscle and kidney single nuclei sequencing.

(a) Side view of a 12 dpf Tg(*lhx1a:GFP*) larvae showing GFP⁺ NPCs around the axial vessels. Scale bar, 100µm. (b) Close-up of a 12 dpf Tg(*kdr1:dsRed;lhx1a:GFP*) larvae showing the GFP⁺ NPCs in close proximity to the vasculature. Scale bar, 20µm. (c) GESTALT barcode editing efficiency. Editing rate detected in each of the nine CRISPR target sites of the GESTALT barcode plus control. Animals with high editing efficiency at all nine sites were selected for experiments (S1, S2 and S3). (d) UMAP showing the initial identification of 31 transcriptionally distinct muscle and brain clusters. (e) Percentage of nuclei per cluster from each of the 4 biological replicates of muscle and brain. (f) Dotplot showing key markers used to distinguish muscle and brain populations. (g) Violin plot showing the expression of *mef2cb* and *msi2b*, indicating the differentiating muscle clusters. (h) Violin plot showing the key marker for immune cells, endothelial cells, blood cells and mural cells from both muscle and brain tissue. Each cell type is color coded to match the highlights in UMAP. (i) UMAP showing the initial identification of 22 transcriptionally distinct kidney clusters. Cluster 0, 6 and 17 appeared to contain genes from multiple populations, suggesting poor quality that were possibly caused by the heat shock procedure during sample preparation (highlighted in red-dotted circle), thus removed for cluster identification. (j) Percentage of nuclei per cluster from each of the 3 biological replicates of kidney. (k) Dotplot showing key markers used to identify non-nephron populations. (l) Go-term analysis for the DL-like cluster.

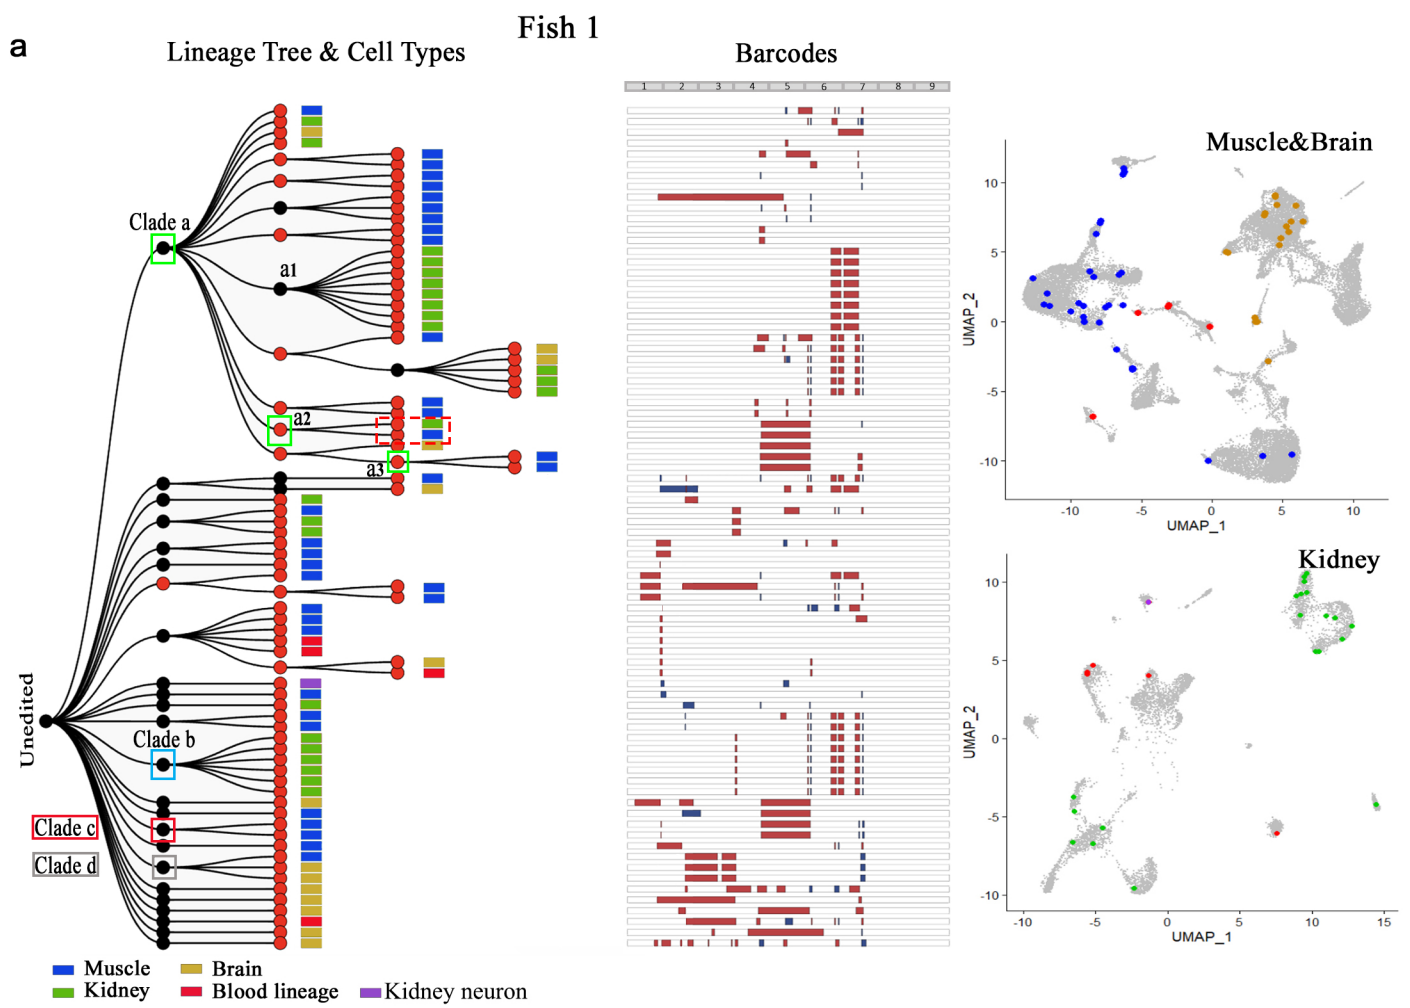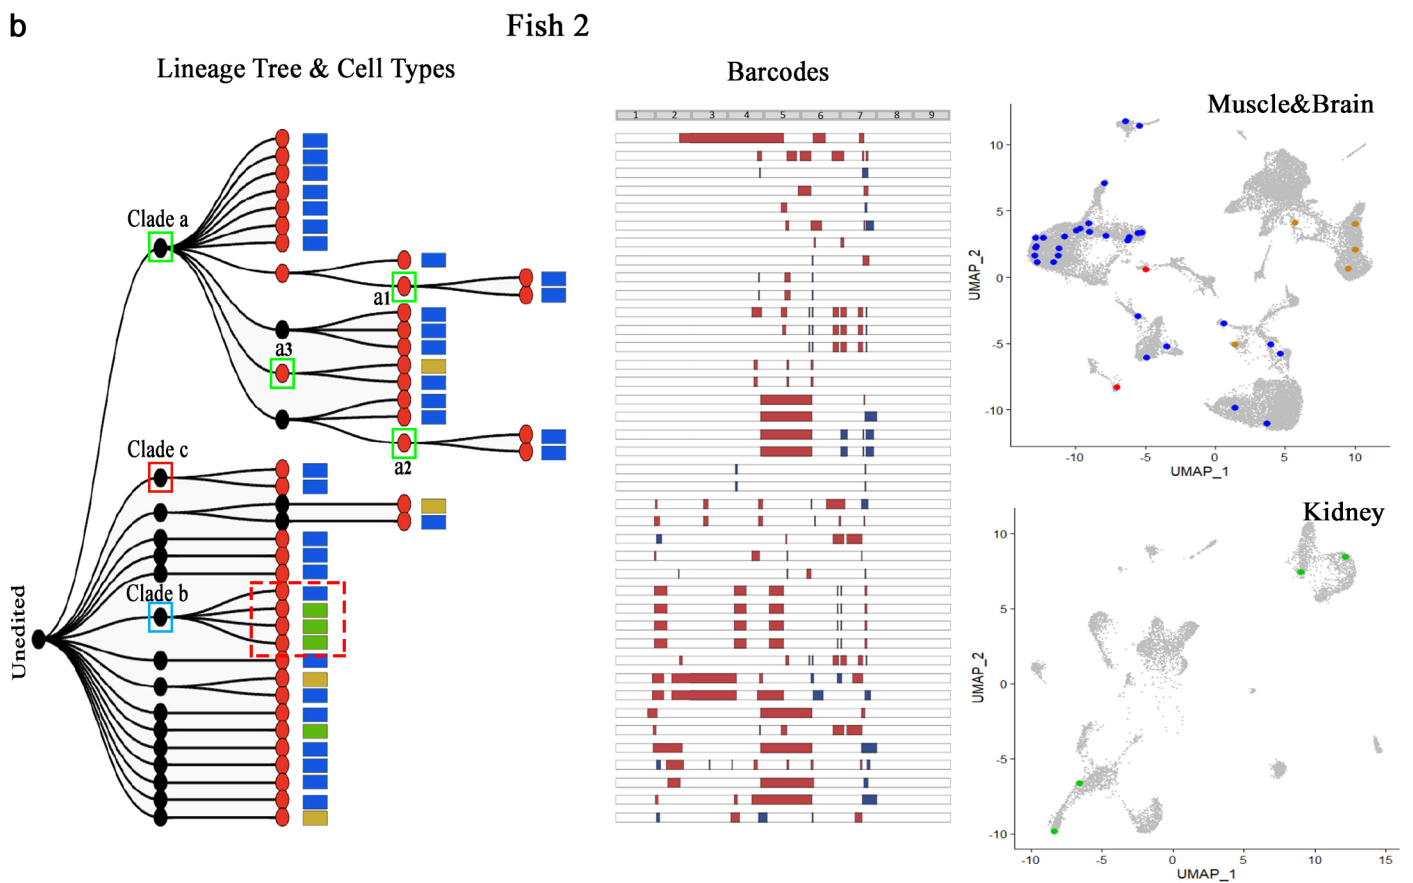

Supplementary Fig. 2. Reconstructed lineage tree of fish 1 and fish 2 kidney, muscle and brain using snGESTALT.

(a) Lineage tree of cells from Fish 1 based on barcode edits recovered from kidney, muscle, and brain tissues. Left: lineage tree constructed using shared barcode edits with a UMI threshold >2 , based on a maximum parsimony approach. Each white bar displays the full barcode for a given cell, with deletions marked in red and insertions in blue. Black nodes represent edits at early barcode sites (1–4), while red nodes indicate edits at later sites (5–9). Black lines connect individual cells to shared nodes in the tree. Green-colored boxes denote clade ‘a’ and its subclades, with selected branches shown in Figure 2a. Right: UMAP plot showing the distribution of all cells from Fish 1 included in the lineage tree, with each dot representing a cell and color-coded by cell type. (b) Lineage tree of cells from Fish 2. Layout as in (a). Blue-, red-, and grey-colored boxes represent clades ‘b’, ‘c’, and ‘d’, respectively, with selected branches shown in Figure 2b. The accompanying UMAP plot shows the distribution of lineage-traced cells across kidney, muscle, and brain.

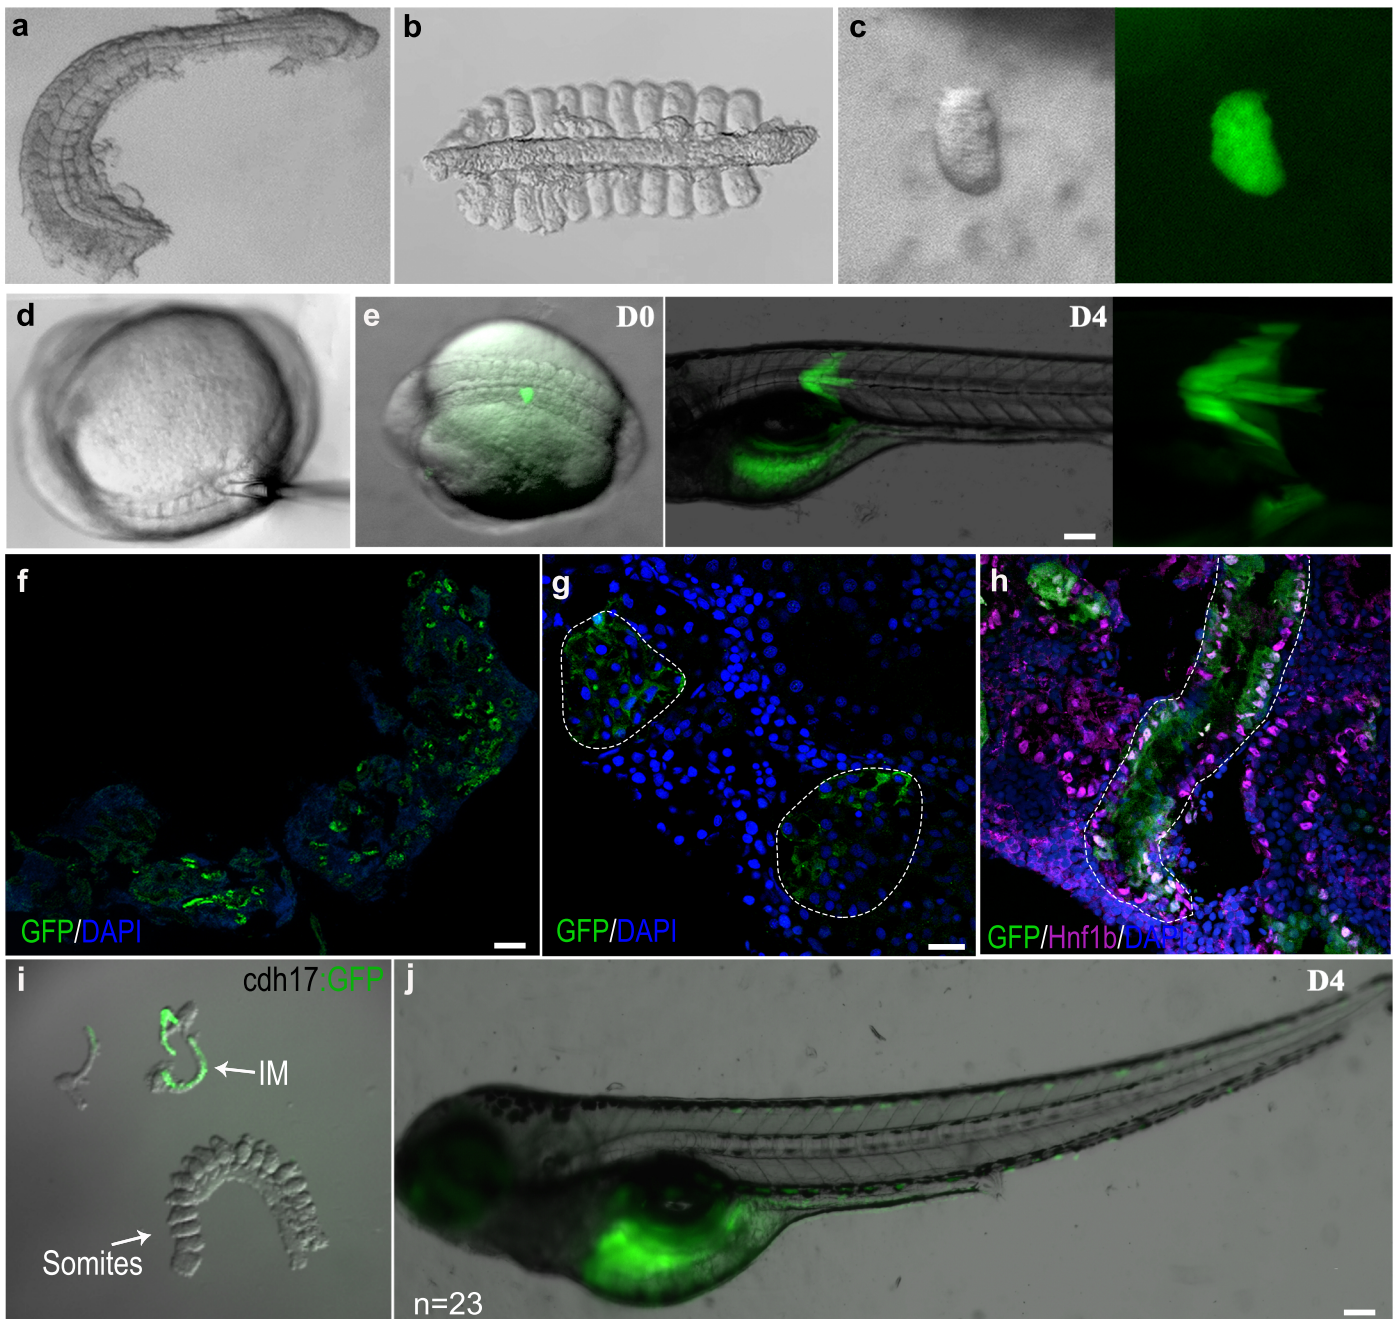

Supplementary Fig. 3. Overview of the somite transplantation procedure and formation of donor-derived nephrons from 18-somite stage.

(a-b) Collagenase digested donor embryo. (c) An isolated individual somite. (d) Image showing the removal of recipient embryo somite using a capillary needle. (e) Image showing recipient embryo carrying transplanted donor GFP⁺ somites, and the resulting GFP⁺ muscle fibers at 4 dpf. Scale bar, 100 μ m. (f-g) Images of transplantation experiment at 18-somites stage, donor somite harvested at 18-somite stage and transplanted into an equivalent stage recipient embryo. (f) Low magnification image of a 1.5-month-old recipient fish with GFP⁺ donor derived tubules. Scale bar, 100 μ m. (g) Donor derived GFP⁺ glomeruli in recipient kidney. Scale bar, 20 μ m. (h) Donor derived GFP⁺/Hnf1b⁺ tubules in recipient fish, n=2 independent biological replicates, Scale bar, 20 μ m. (i) Collagenase-digested Tg(*cdh17*:GFP) 18-somite stage donor embryo, imaging showing complete and clean separation of IM (GFP⁺) and somites (dark) after collagenase digestion. (j) 4 dpf recipient fish with transplanted somite from the Tg(*cdh17*:GFP) embryo showing no contribution to any GFP⁺ IM structure. n=23 independent biological replicates.

Tg(*mesogenin1:Cre-ERT2*; β actin:Switch) 48 hpf

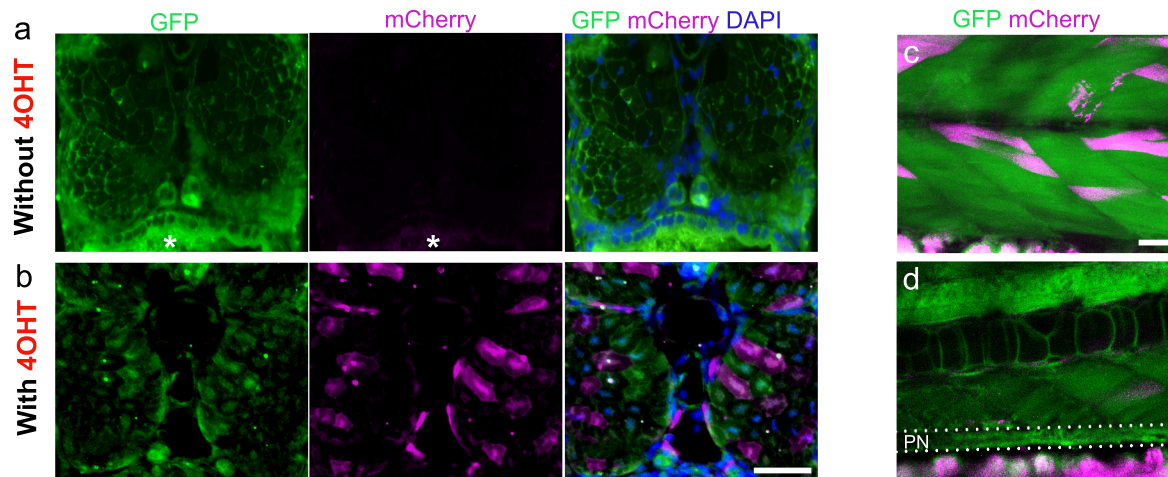

Tg(*nkx3.1:Gal4*; *UAS:Cre-ERT2*; *ubi:Switch*) -- (~14 dpf)

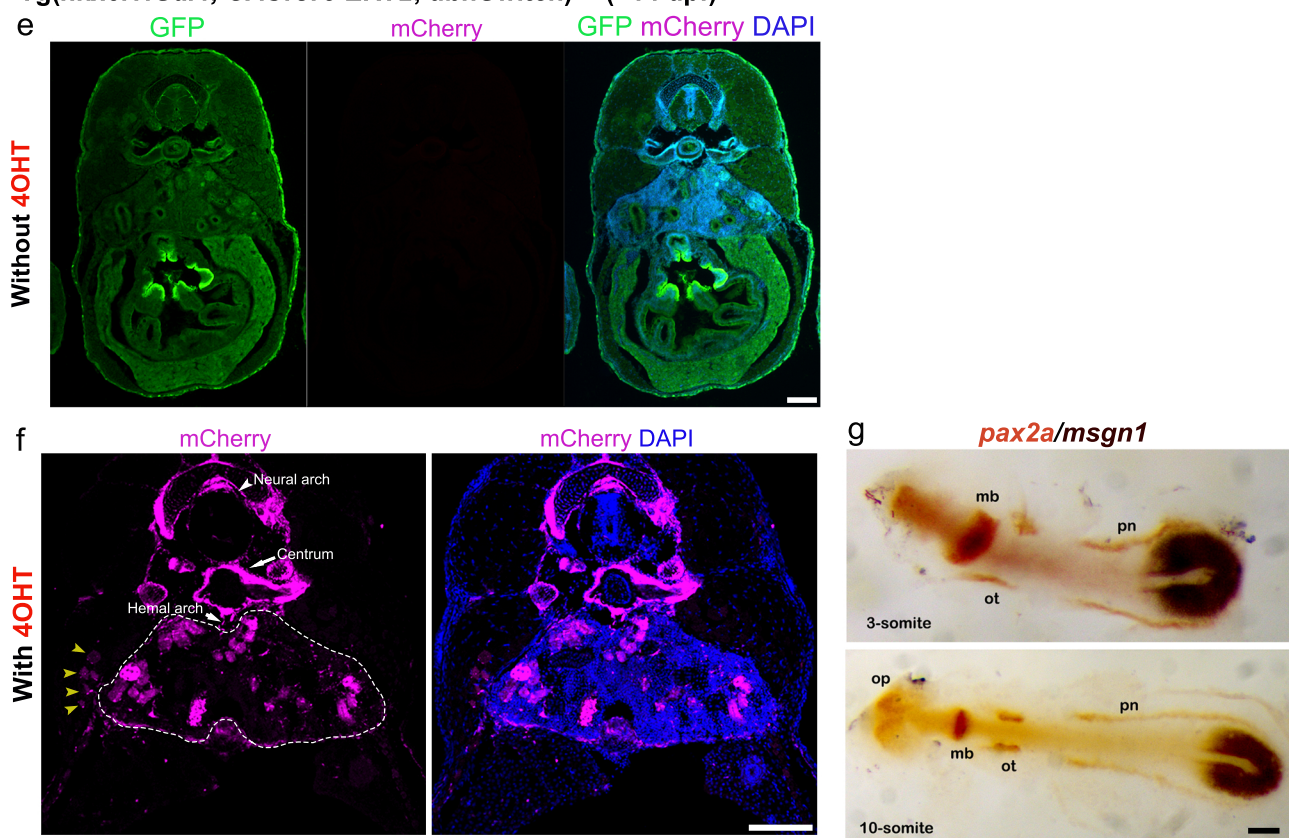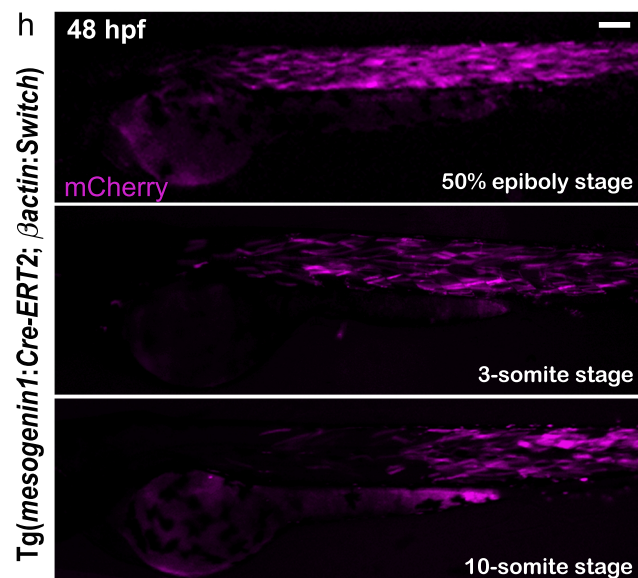

i Tg(*nkx3.1:Gal4*; *UAS:Cre-ERT2*; *ubi:Switch*)

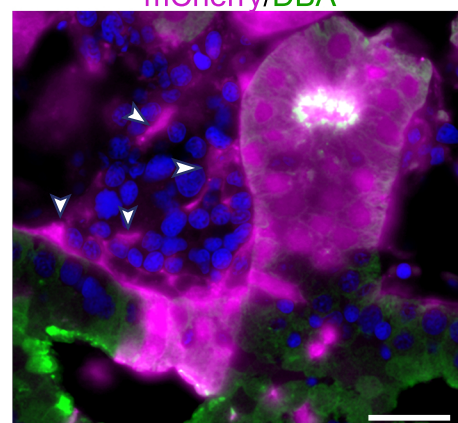

Supplementary Fig. 4. Expression of mCherry in both Tg(*msgn1*:Cre-ERT2;*bactin*:Switch) and Tg(*nkx3.1*:*Gal4*; *UAS*:*Cre-ERT2*; *ubi*:*Switch*) fish with and without 4-OHT.

(a-b) Cross-section of 48hpf *msgn1*-Cre larvae treated without (a) and with (b) 4-OHT. Scale bar, 100 μ m. Images are representative of five biologically independent fish (n = 5), with similar results. **(c)** Representative confocal image of endogenous mCherry/GFP expression in muscle fibers of live, 4-OHT treated Tg(*msgn1*:Cre-ERT2;*bactin*:Switch) 7mm larvae, n=5 independent biological replicates. **(d)** Image of the same larvae in (c) showing lack of mCherry⁺ cells in the pronephros (PN; dotted outline). Scale bar, 20 μ m. **(e,f)** Cross-section of 7mm *nkx3.1*-GAL-*UAS*-Cre larvae treated without (e) and with (f) 4-OHT. Scale bar, 100 μ m. n = 5 independent biological replicates for each condition. **(g)** Double in situ of *pax2a* and *msgn1* of embryos at 3 and 10 somite stage, showing the relative location of intermediate mesoderm (IM, *pax2a*⁺) and paraxial mesoderm (*msgn1*⁺). Scale bar, 100 μ m. n=3 fish embryos. **(h)** Expression pattern of *msgn1* in 48 hpf for embryos treated with 4OHT at three different time points: 50% epiboly, 3- and 10-somite stages Scale bar, 100 μ m. Images are representative of ten biologically independent fish for each time points (n = 10), with similar results. **(i)** Cross-section of 1.5-month-old *nkx3.1*-GAL-*UAS*-Cre fish kidney showing four distinct types of mCherry⁺ kidney stromal cells (indicated by white arrows) located near the DBA-labelled distal tubule (green). Scale bar, 20 μ m. Representative confocal image of three biologically independent fish, n=3.

# Supplementary material for: Somites are a source of nephron progenitors in zebrafish
**Source:** Nat Commun. 2025 Jul 26;16:6914. doi: 10.1038/s41467-025-62259-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

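In the paper's table of muscle genes, each population is compared with all other brain and muscle nuclei. All values here are the paper's. In the fast muscle populations FM1 and FM2, pvalb1, a calcium-binding parvalbumin, had a log2 fold change of 2.72 and 2.27, and pvalb2 of 2.91 and 2.18. In the same populations msi2b stood at -1.33 and -1.28, the ryanodine receptor gene ryr1b at -1.03 and -1.02 and sox6 at -0.91 and -0.68. In slow muscle msi2b was higher, at 1.36 (94.4% of its nuclei and 50.5% of others), and ryr1b was lower there too, at -1.21, as in the fibroblast-like populations 1 and 2, at -2.33 and -1.63. Slow muscle was led by mybpc1, a myosin-binding protein, at 5.85 (detected in 77.5% of its nuclei and 2.5% of others), with ryr1a at 4.40, the troponin tnnt2e at 3.93, myh7bb at 3.52 and smyhc2 at 2.52 (55.6% and 3.1%). The smyhc2 gene was also higher in FM2, at 2.30 (12.1% and 3.7%). Of the genes with an adjusted p under 0.05, 1167 were higher in slow muscle and 557 lower, against 210 higher and 1597 lower in FM1. The first 1428 of the 1774 genes listed for FM2 were used, FM3 to FM6 were not used here, and the paper's test takes nuclei, not fish, as replicates.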

Description: Differentially expressed genes (DEGs) for muscle clusters.

File Name: Supplementary Data 2

Description: DEGs for brain clusters.

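In the paper's table of brain genes, the glutamatergic populations 1 to 5 had low titin and high grid1b, a glutamate receptor subunit gene, relative to the other nuclei. The log2 fold change of ttn.1 was -6.07, -7.03, -6.11, -3.96 and -7.00 in populations 1 to 5 and that of grid1b was 3.01, 1.21, 2.22, 1.51 and 1.94; both are the paper's values. A UMI of ttn.1 was detected in 17.5% of the nuclei of population 4 and in 0 to 1.2% of those of the other four; free titin RNA from the muscle nuclei in the same pool was not assessed here, so this share is not read as expression. Its highest gene was epha6 at 3.92 (96.1% of its nuclei and 11.4% of others), and rbfox3a, a marker of mature neurons, was at 2.38 in it and at 0.68, 1.21 and 0.36 in populations 1 to 3. In population 4, nrxn3a, a neuronal gene the paper uses to class brain nuclei, was lower at -2.60 (9.7% of its nuclei and 30.1% of others), whereas it was at 1.09 and 1.24 in populations 1 and 2. The paper's glutamatergic markers gria2b and gria3b were higher in each of populations 1 to 5. They were lowest in population 4, at 0.92 and 0.43, against 1.21 to 1.99 and 1.22 to 2.92 in the others. The neuronal gene map2 was at 1.29, 1.77 and 2.06 in populations 1 to 3. It was at 0.51 in population 4 (36.4% of its nuclei and 20.8% of others), where its adjusted p was not under 0.05. The radial glia genes atp1a1b and s100b were listed for population 5, at 2.85 and 1.75. Only population 4 was held in full, with 780 genes higher and 140 lower at an adjusted p under 0.05, and a gene absent from the other four may lie in the part not used here.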

File Name: Supplementary Data 3

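In the paper's table of kidney genes, the gene with the highest fold change encodes an ion or solute transporter in PST1, the proximal convoluted tubule, the distal early and late segments and DL-like, but not in nascent nephrons or PST2. All fold changes here are the paper's, against the other kidney nuclei. The proximal convoluted tubule was led by the phosphate transporter slc34a1a, with a log2 fold change of 5.40 (87.6% of its nuclei and 3.7% of others), and also had the endocytic receptor lrp2a at 3.61 and slc20a1a at 3.26. In the straight tubule, trpm7 and slc13a1 stood at 2.81 and 2.69 in PST1 and at 1.23 and 1.26 in PST2, whereas rap1gap was listed for PST2 alone among the kidney populations held, at 4.48, and the taurine transporter slc6a6a was at 3.30 in PST2 and 1.42 in PST1. In the distal early segment slc12a1, the sodium-potassium-chloride cotransporter, was at 3.55 and the chloride channel gene clcnk at 2.36, and in the distal late segment the sodium-chloride cotransporter slc12a3 was at 5.29 and wnt9a at 2.42. The DL-like population was led by atp1a1a.3, a sodium pump subunit, at 6.03 (89.5% of its nuclei and 1.1% of others), and had the sodium-proton exchanger slc9a3.2 at 3.69. Outside DL-like, atp1a1a.3 was also listed for the population Unidentified 3, at 1.90. The wnt9a gene was also higher in DL-like at 1.90, Unidentified 3 at 1.38 and the distal early segment at 1.17.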

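The number of genes higher at an adjusted p under 0.05 was 126 in nascent nephrons, 258 in PST1, 315 in PST2, 253 in the proximal convoluted tubule, 340 in the distal early segment, 353 in the distal late segment and 262 in DL-like. Of the DL-like genes, 140 (53.4%) were also on the distal late list and 107 (40.8%) on the distal early list, against 23 on the proximal convoluted list, 22 on that of PST2, 19 on that of PST1 and 14 on that of nascent nephrons. The distal late and distal early lists shared more with each other, at 215 genes (63.2% of the smaller list). These shares depend on the threshold. With log2 fold changes above 1 in both lists, 63 of 166 DL-like genes were on the distal late list and 33 on the distal early list. The distal late and distal early lists then shared 59 genes. The genes were chosen on the same nuclei that define the populations, so the overlap describes these lists and tests nothing. All lists are the paper's and the overlaps were counted from them here.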

Description: DEGs for kidney clusters.

File Name: Supplementary Data 4

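Supplementary Data 4 gives 20 genes for each of 7 nephron populations, 140 entries in all with some genes on more than 1 list, with log2 fold changes that are the paper's and are at least 1.54. The nascent nephrons were led by camta1a at 4.17, ncam1a, a cell adhesion gene, at 4.16 and celf5a at 4.08, each detected in 19.1 to 22.3% of their nuclei. PST1 was led by the sodium-calcium exchanger slc24a3 at 3.71, the chaperone gene hspa8b at 3.08 and the glutamate transporter slc1a1 at 2.65. In PST2, si:ch211-198c19.3 stood at 4.23, after rap1gap. In the distal early segment enah and adcy5 stood at 3.00 and 2.69, and in the distal late segment the ammonia transporter rhcgb at 3.29 and ucp3 at 2.36. The genes znf385b and unc5db came next after the leading gene of DL-like, at 5.30 and 5.27. The median gene of the DL-like list was detected in 44.75% of DL-like nuclei and 4.2% of the comparison nuclei. The detection shares within a population are those of the kidney table, but the comparison shares differ from it, and the comparison group is not named in the paper's text.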

Description: Top 20 genes for each kidney cluster.

# Supplementary material for: Somites are a source of nephron progenitors in zebrafish
**Source:** Nat Commun. 2025 Jul 26;16:6914. doi: 10.1038/s41467-025-62259-y
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Software used in this study for data analysis: Cellranger 6.0.1; R-studio 2023.09.1.
Data analysis	Sequencing data were demultiplexed and aligned to the zebrafish genome (GRCz10) using Cell Ranger v6.0.1 with the setting --include-introns.<br>All snRNA-seq data analyses were performed using standard protocols with previously described R packages: Seurat 4.0; SoupX 1.4.5; scDbfFinder 1.4.0; ClusterProfiler 3.1.8 . GESTALT data were processed using Single-cell GESTALT pipeline available at GitHub (https://github.com/mckennalab/SingleCellLineage). The R scripts are available upon request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The snRNA-Seq data for this study have been deposited in the Gene Expression Omnibus under accession number GSE286280. The data is publicly available under <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286280>.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Biological replicate numbers per condition varied between n=3 and n=10, depending on the specific assay and experimental feasibility. These sample sizes are consistent with established norms for this type of assay. While no formal power analysis was conducted, results were reproducible across independent experiments.

Data exclusions

No data were excluded from the analysis.

Replication

To verify reproducibility, all key biological experiments were performed in triplicate, and consistent results were observed across independent replicates. For somite transplant experiments, over 100 transplants were performed, of which five yielded successful donor integration. These successful cases showed consistent phenotypic outcomes, supporting the robustness of the findings despite the technical challenges and low efficiency of the procedure. For the Gestalt analysis, the experiment was performed once due to cost constraints. However, high statistical power was achieved by analyzing over 33,000 individual nuclei, allowing robust detection of patterns across a large sample population. 

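The deposited tables together held 37064 nuclei of 4 fish, of which 32997 had at least 200 genes detected. The paper's totals for both dissections add up to 33918. The independent replicates for a comparison between fish are the animals, 4 for brain and muscle and 3 for kidney.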

The results were internally consistent and supported the conclusions drawn.

Randomization

samples allocated randomly

Blinding

Experiments were not blinded, as blinding is not standard practice for this type of assay. Data interpretation was guided by predefined criteria to reduce potential bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

anti Pax2 (1:500, Covance, PRB-276P-200), anti Hnf1b (1:500, Sigma, HPA002083-100UL), anti GFP (1:500, Novus, NOVB600597), anti mCherry (1:500, Abcam, ab125096), anti Podxl (1:250, made in House by Dr. Hidetake Hurihara, Juntendo University). Donkey anti-mouse/Rabbit IgG (H+L) Highly cross-adsorbed Secondary antibodies (1:500, Thermo Fisher Scientific)

Validation

Anti-Pax2 (Covance, PRB-276P-200, RRID:AB_291611): Species reactivity: Mouse, Rat, Human, zebrafish. Application(s): IF, IHC. This antibody is reported by the manufacturer to be validated for use in IHC and IF across multiple species. It has been widely used in peer-reviewed publications. (Li X, et al. 2023. Nat Neurosci).

Anti-Hnf1b (Sigma, HPA002083): Species reactivity: Mouse, Human, zebrafish. Application(s): IF, IHC. Used in zebrafish studies to mark renal progenitors. This antibody is part of the Human Protein Atlas project and has been validated for IHC and IF in human and mouse tissues. Although zebrafish is not officially listed by the manufacturer under species reactivity, this antibody has been successfully used in peer-reviewed zebrafish studies (e.g., Naylor et al., 2013; PMID: 23559574), supporting its cross-species utility.

Anti-GFP (Novus, NB600-597) Widely used and validated antibody for detecting GFP across multiple species, including zebrafish. Recognizes native and transgenic GFP expression. This antibody has been widely cited in peer-reviewed literature (e.g. Wolf et al., 2020).

Anti-mCherry (Abcam, ab125096) Species reactivity: Reacts with mCherry fluorescent protein (used in transgenic models across species). The manufacturer reports validation for IF, IHC, and WB. This antibody has been cited in over 180 peer-reviewed publications. Also, commonly used in zebrafish to detect mCherry fusion proteins and lineage reporters (e.g., Ye et al., Nature Comm 2023).

Anti-Podxl (Podocalyxin) – custom antibody generated and validated by Dr. Hidetaka Hirahara (Juntendo University). Antibody shows expected podocyte-specific staining pattern in zebrafish pronephros consistent with published expression domains.

Secondary antibodies: Donkey anti-mouse and anti-rabbit IgG (H+L), Alexa Fluor-conjugated (Thermo Fisher Scientific) Highly cross-adsorbed secondaries validated by manufacturer for immunofluorescence to minimize cross-reactivity.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Zebrafish (*Danio rerio*) of mixed sexes, under 30 days post-fertilization (dpf) or 1.5 months of age, were used.
 Tg(lhx1a:EGFP) from Prof Hukriede's lab, University of Pittsburgh, background: AB
 Tg(hsp70l:Cas9-t2A-GFP, 5xU6:sgRNA): generated in our lab using Addgene #108871, background: AB
 Tg(hspDRv7:GESTALT, clmc2:EGFP): generate in our lab using Addgene #108870, background: AB
 Tg(bactin2:switch) from Australian Regenerative Medicine Institute, Monash University, Clayton, background: AB
 Tg(msgn1:Cre-ERT2) from Australian Regenerative Medicine Institute, Monash University, Clayton, background: AB
 TgBAC(nkx3.1:Gal4)ca101, Tg(UAS:Cre-ERT2)ca105 and Tg(Ubi:Switch): all three lines were maintained in Associate Professor Huang's lab (Cumming School of Medicine, University of Calgary). Background: AB

Wild animals	The study did not involve wild animals
Reporting on sex	Sex of the fish is not considered in the study
Field-collected samples	The study did not involve samples collected from field
Ethics oversight	This study was approved by the University of Auckland Animal Ethics Committee under approved protocol AEC22634.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

How the deposited data were processed for this re-analysis (not part of the article)

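Nuclei of brain and muscle (pooled, 4 fish) and of kidney (3 of the same fish) from zebrafish aged 1.5 months were profiled by single-nucleus RNA sequencing, in 7 libraries. Library names in the deposited tables were matched to fish and dissection through the submitters' sample labels, and all 7 libraries were mapped.

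The authors ran Cell Ranger 6.0.1 with intronic reads included. The paper names the zebrafish build GRCz10, whereas the submitters' processing notes name GRCz11; no coordinate or sequence is given here. The paper describes removal of nuclei with fewer than 200 genes or a high mitochondrial share, ambient RNA correction with SoupX 1.4.5, doublet removal with scDblFinder 1.4.0, normalization with SCTransform and integration with Seurat 4.0. The deposited tables give, per nucleus, the library, the count of UMIs and the count of genes detected. These counts are whole numbers, not scaled to depth. Expression per gene, cell types and GESTALT barcodes per nucleus were not analysed here.

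From these counts, nuclei, total UMIs, median UMIs, median genes and nuclei under 200 genes were computed per library, with the fish as the replicate. Kidney and brain and muscle were compared by the log2 of the median UMIs per library in an exact two-sided permutation test of the difference of means, whose p is double the smaller tail. The libraries of Fish 1, 2 and 4 pair, because both come from the same animal; the paired value is an alternative. The deviations from the group mean were 0.10 and 0.60 in Fish 1, 0.01 and -0.24 in Fish 2 and -0.11 and -0.56 in Fish 4 for kidney and for brain and muscle, on the log2 scale. This comparison was chosen after the data were seen.

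Cell barcodes shared by pairs of libraries were counted over all 21 pairs and set against the product of the numbers of nuclei over an assumed list of 6800000 barcodes, with exact Poisson intervals and tests; 5 pairs had an unadjusted p under 0.05 and 3 after Benjamini-Hochberg adjustment. The share of nuclei with a GESTALT barcode uses the paper's number of nuclei and an exact Clopper-Pearson interval at 95%. The overlap count and the permutation test were tested on simulated data.

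The paper's Supplementary Data 1 to 4 were read as the paper's values. Supplementary Data 1 to 3 give a log2 fold change, the percent of nuclei with the gene in the population and in other nuclei, and a p-value, as the authors computed them with nuclei as replicates. Genes named in the text are the markers the paper names and the leading 3 of each segment of Supplementary Data 4, a rule written with these tables already seen; genes outside it are marked where they appear. A gene that meets this rule and a planned result from the paper's source data are not reported here. Gene lists were compared only for populations held in full.

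The depth per library sets the precision: kidney libraries hold fewer UMIs per nucleus. Planned results that need a cell type for each nucleus were not run: the ratios of muscle to brain, fast to slow muscle, immature to mature fast muscle, fat2+ to glutamatergic neurons, proximal to distal tubule and DL to DL-like nuclei, the nephron, immune, endothelial and mural shares, and the spread of population shares between fish. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.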

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

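The tests in this part were chosen after the values were seen, except the same-fish count of shared cell barcodes and its ratio to pairs of different fish, which were set before the data were examined. The brain and muscle library of Fish 4 stood apart in nuclei with fewer than 200 genes, at 26.1% against 0.0452% in Fish 3 and 0 in Fish 1 and Fish 2, a sample far from the others. The brain and muscle library of Fish 3 stood apart in total UMIs, at 13371178 against 6665533 to 7103784 in the other fish. Dixon's test for such a sample was run on 6 measures of the same 4 brain and muscle libraries, and 2 measures had one. The nominal rate of about 0.05 per test assumes normal values. The measures are related and the share under 200 genes is bounded at 0, so that rate gives no chance number here. Groups of 3 kidney libraries were not examined.

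The lower number of UMIs per kidney nucleus was weighed against technical explanations. More nuclei sharing the same sequencing would predict more nuclei in kidney libraries. In the deposited tables the kidney library held fewer than the brain and muscle library of the same fish in all 3 fish. The lowest ratio of brain and muscle to kidney nuclei was 1.37. These counts need not hold every nucleus that shared the reads, so they do not decide this explanation. The library naming series is argued against, since the ratio of median UMIs within a fish was at least 2.43 in both series. For this ratio, the series of Fish 3 and Fish 4 rests on Fish 4 alone. The number of reads per library was not used here, so shallower sequencing of kidney libraries stays open, and so does a difference between the tissues, which the design confounds with the dissection.

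Cell barcodes shared by the brain and muscle library and the kidney library of a fish were weighed for carry-over between libraries. The test written in advance was met, with a same-fish ratio of 2.10 to the number from the assumed list. Pairs of different fish also exceeded that number, with a ratio of 1.73, and pairs across the naming series did so by 1.77, so the written test could not tell carry-over from too large an assumed list. The same-fish ratio over the different-fish ratio, whose use to weigh carry-over was decided after that excess had been seen, was 1.22 with a 95% interval of 0.719 to 1.96. Carry-over therefore cannot be told apart from chance here, as 20 shared barcodes are few, and a smaller set of barcodes in use is a candidate explanation for the excess in all pairs. Reads carried over between libraries of different fish were not tested.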

How the results depend on the processing

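The alternatives for UMIs per nucleus and for genes at 300 to 500 UMIs were chosen after seeing the data; the others were set before. The pairing of libraries by fish gives, as a replicate block, -1.66 for the log2 difference in UMIs (exact sign-flip permutation, p = 0.25, the smallest that 3 fish allow). This p cannot pass 0.05 and says nothing about stability. Means in place of medians gave -1.88, nuclei with at least 200 genes -1.60, and leaving out each library in turn -1.91 to -1.53. With p as double the smaller tail, 4 and 3 libraries allow no p below 0.0571 and fewer libraries none below 0.1, so none of these could pass 0.05. If splits are instead counted by absolute difference, the same -1.73 has an exact permutation p = 0.0286, so the side of the threshold depends on that convention, and the one reported as main was adopted after this p had been seen. Genes per 100 UMIs at 300 to 500 UMIs, kidney minus brain and muscle, were 0.86 higher (exact permutation p = 0.8) and 0.51 higher with the replicate block, although kidney was lower in 2 of the 3 fish, with a range of -1.95 to 3.19 when each library was left out. The sign turned without the kidney library of Fish 4 (-1.95) and without the brain and muscle library of Fish 4 (-0.25). Depth was not equal within the window, where the median UMIs were 367.5 to 464 in brain and muscle libraries and 355 to 380 in kidney libraries. In Fish 1 the window held 181 of 3871 brain and muscle nuclei and 724 of 2167 kidney nuclei. This difference therefore does not compare the tissues at equal depth.

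The share of nuclei with a GESTALT barcode fell to 0.966% over all nuclei, because the denominator then includes Fish 3 and Fish 4, whereas the paper's lineage trees are of Fish 1 and Fish 2. The same-fish ratio of shared cell barcodes lost its side of the threshold when chance was taken from pairs of different fish (1.22) and within the S libraries (1.87), which hold fewer shared barcodes, and kept it within the BM/K series (2.26, exact Poisson p = 0.00961), which is the single pair of Fish 4 and has a Benjamini-Hochberg adjusted p = 0.0505 over the 21 pairs; the 3 pairs under 0.05 after that adjustment are all of different fish. 

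With log2 fold changes above 1, which shortens the lists and leaves DL-like 166 genes, it shared 63 genes with the distal late, 33 with the distal early, 9 with the nascent nephron, 5 with the PST2, 4 with the proximal convoluted and 0 with the PST1 list. Among the top 20 genes of Supplementary Data 4, it shared 4 with the distal late list, 1 with nascent nephrons and 0 with each of the distal early, proximal convoluted, PST1 and PST2 lists. The alternatives for results that need a cell type for each nucleus, and the barcode share over named populations, were not run.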

Differences from the paper's values

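No value computed here in its main setting differs from the paper's by over 1.5 times. The share of nuclei with a GESTALT barcode is 0.966% over all nuclei, an alternative set before the data were examined, where the paper states about 2%. The paper's methods remove nuclei with fewer than 200 genes, and 4067 of the nuclei in the deposited tables have fewer. Of these, 1914 are in the brain and muscle table, whose total of 27125 equals the paper's number of clustered nuclei. By its total, that table is not a larger set from before the filter. The paper gives 6793 nuclei for kidney, and the deposited kidney table holds 9939, or 7786 with at least 200 genes. These are not shown to be the same set of nuclei, since the paper's supplement describes 3 initial kidney clusters of poor quality that were removed for cluster identification, and whether the table includes them is not given in the sources used here. The paper describes atp1a1a.3 as specific to DL-like, and in its table the gene is also higher in Unidentified 3, in 18.6% of nuclei against 3.1% of others.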

Other observations

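The tests in this part were chosen after the tables were seen, except the enterocyte list, which was written before its genes were looked up but after the leading genes of the population had been seen. All fold changes are the paper's. Chaperone genes were taken by symbol (hsp and dnaj families), whether or not heat induces them, so their number does not measure a heat shock response. Of the genes higher in a segment, they were 16 of 258 in PST1 (6.20%), 12 of 253 in the proximal convoluted tubule (4.74%), 11 of 340 in the distal early segment (3.24%), 6 of 353 in the distal late segment (1.70%), 3 of 262 in DL-like (1.15%), 0 of 315 in PST2 and 0 of 126 in nascent nephrons; differences between segments were not tested. The inducible hsp70 genes hsp70.1, hsp70.2, hsp70.3 and hsp70l were all higher in PST1, at log2 fold changes of 0.42 to 0.52, and in the proximal convoluted tubule, at 0.52 to 0.80, where hsp70l was detected in 42.8% and 48.8% of nuclei, against 29.2% and 29.4% of other kidney nuclei. All 4 were also higher in Unidentified 2, at 1.39 to 2.28, with detection in 67.6 to 86.5% of its nuclei, and, against other brain and muscle nuclei, in FM1 (0.77 to 2.02) and in fibroblast-like population 1 (0.78 to 1.24). In PST2 and nascent nephrons the log2 fold change of hsp70l was -0.92 and -1.10, with detection in 15.8% and 12.7%, against 32.0% and 31.6% of other kidney nuclei. In the distal early segment, the distal late segment and DL-like, 0 of the 4 hsp70 genes were listed as higher. In DL-like, hsp70.3 was at -1.26. No adjusted p threshold was applied here to the negative fold changes of hsp70 genes, unlike to the genes called higher. These values have no replicate check across fish, and the paper's supplement names the heat shock procedure during sample preparation beside the kidney clusters it removed for poor quality.

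Unidentified 3, a population the paper's text does not discuss, was led by slc12a10.3, a gene of the sodium-chloride cotransporter family, at a log2 fold change of 7.28 (98.3% of its nuclei and 0.7% of others) and the sodium pump gene atp1a1a.5 at 6.86. Of its 81 higher genes, 41 (50.6%) were also on the DL-like list, 25 on the distal late list and 16 on the distal early list, and znf385b was at 3.47 in it. Unidentified 2 was led by the granulin genes grn2 at 7.68 and grn1 at 5.12. These genes were chosen after their values were seen.

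Unidentified 1 was led by chia.1 at 5.29, apobb.1 at 5.27, afp4.1 at 5.22, apoa4b.2.1 at 4.87 and the intestinal fatty acid binding gene fabp2 at 4.83. A hypothesis is that it holds enterocyte nuclei from gut tissue taken with the kidney. Of 7 enterocyte genes, 5 were higher in it (slc15a1b 2.57, vil1 2.50, mttp 2.29, tm4sf4 2.21, mep1b 1.04) and 0 in each of the other 11 kidney populations held, while fabp6 and apoa4b.3 were not listed for it. These genes go with the hypothesis, although the brush border of the proximal tubule can also express some of them. The 5 genes were detected in 11.0 to 32.9% of its nuclei and in 0.2 to 1.3% of other kidney nuclei. The proximal convoluted tubule, PST1 and PST2 each listed 0 of the 7 as higher. For these 5 genes, the values argue against nuclei like those of the proximal populations. The sorting of nuclei in the paper is not described as selecting cell types.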
